# Tissue-intrinsic beta-catenin signals antagonize Nodal-driven anterior visceral endoderm differentiation

**DOI:** 10.1038/s41467-024-49380-0

**Published:** 2024-06-13

**Authors:** Sina Schumacher, Max Fernkorn, Michelle Marten, Rui Chen, Yung Su Kim, Ivan Bedzhov, Christian Schröter

**Keywords:** Embryogenesis, Embryonic stem cells, Stem-cell differentiation

## Abstract

The anterior-posterior axis of the mammalian embryo is laid down by the anterior visceral endoderm (AVE), an extraembryonic signaling center that is specified within the visceral endoderm. Current models posit that AVE differentiation is promoted globally by epiblast-derived Nodal signals, and spatially restricted by a BMP gradient established by the extraembryonic ectoderm. Here, we report spatially restricted AVE differentiation in bilayered embryo-like aggregates made from mouse embryonic stem cells that lack an extraembryonic ectoderm. Notably, clusters of AVE cells also form in pure visceral endoderm cultures upon activation of Nodal signaling, indicating that tissue-intrinsic factors can restrict AVE differentiation. We identify β-catenin activity as a tissue-intrinsic factor that antagonizes AVE-inducing Nodal signals. Together, our results show how an AVE-like population can arise through interactions between epiblast and visceral endoderm alone. This mechanism may be a flexible solution for axis patterning in a wide range of embryo geometries, and provide robustness to axis patterning when coupled with signal gradients.

## Abstract (web summary)

The anterior visceral endoderm is an important cell population that positions the head-to-tail axis of the mammalian embryo. Here, Schumacher et al. identify beta-catenin signaling as a key regulator of anterior visceral endoderm differentiation.

## Introduction

Identifying cell-cell communication mechanisms that orchestrate the self-organized development of the mammalian embryo is a major goal in developmental biology. The modularity of stem cell-based embryo-like models offers the possibility to investigate cell differentiation in subsystems, and thereby to identify signaling mechanisms that may have remained hidden in the embryo.

One of the most fundamental processes in embryonic development is the establishment of an anterior-posterior axis. In mammals, this axis is laid down by the anterior visceral endoderm (AVE), a specialized extraembryonic cell population within the visceral endoderm (VE) that overlies the embryonic epiblast at the time of implantation. The AVE expresses transcription factors such as Otx2, Eomes, Gsc and Lhx1, and Wnt, BMP and Nodal antagonists such as Dkk1, Cer1, and Lefty1^1–3^. These secreted signaling antagonists pattern the epiblast by restricting Wnt, BMP and Nodal signaling to its posterior end, thereby establishing the anterior-posterior axis of the embryo.

In rodents, the VE and the epiblast form a cup-shaped egg cylinder (Fig. 1a). The precursor cells of the AVE initially differentiate from the VE at the distal tip of the egg cylinder, before migrating towards the future anterior side. AVE differentiation is promoted by Nodal signals from the epiblast^4^, and thought to be locally restricted by graded inhibitory BMP signals from the extraembryonic ectoderm (ExE), an extraembryonic tissue at the proximal end of the egg cylinder^3,5,6^. Cell populations with a similarity to the mouse AVE have been described in non-rodent mammals, including humans^7,8^. Embryos from these species are disc- rather than cup-shaped, and may therefore lack the BMP gradient present in rodent embryos. This raises the possibility that alternative mechanisms for AVE differentiation exist that may be obscured by the activity of graded BMP signals in rodent embryos.

**Fig. 1:**
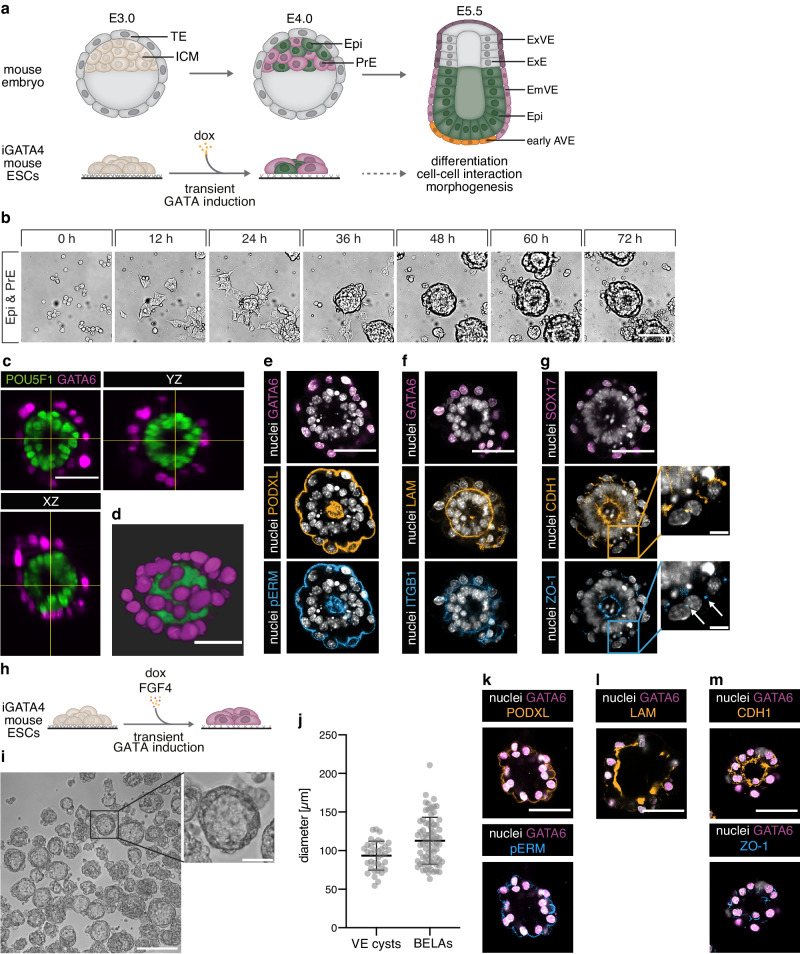
Formation and characterization of BELAs and VE cysts. **a** Schematic of mouse embryonic development from E3.0 to E5.5 (top) and GATA4-inducible embryonic stem cell (ESC) system to model interactions between epiblast (Epi) and extraembryonic endoderm (bottom). **b** Stills from a movie of ESC-derived Epi and primitive endoderm (PrE) cells seeded on a low adhesion substrate in N2B27 medium. See also Supplementary Movie 1. One representative out of *n* = 3 independent experiments shown. **c**, **d** Orthogonal views (**c**) and 3D volume rendering (**d**) of a bilayered aggregate imaged with light sheet microscopy. POU5F1 (green) marks Epi identity and GATA6 (magenta) marks PrE/VE identity. See also Supplementary Movie 2. One representative out of *n* = 5 structures shown. **e**–**g** Immunostainings of bilayered aggregates for the PrE/VE markers GATA6 ((**e**), (**f**)) or SOX17 (magenta, **g**), the apical markers PODXL (orange) and pERM (blue) (**e**), the basement membrane and adhesion markers LAM (orange) and ITGB1 (blue) (**f**), and the epithelial markers CDH1 (orange) and ZO-1 (blue) (**g**). One representative out of at least *n* = 7 structures shown. Arrows in (**g**, inset) mark punctate ZO-1 staining characteristic for tight junctions. **h** Schematic of experimental protocol to differentiate pure populations of PrE cells. **i** VE cysts formed in N2B27 supplemented with FGF4 on a low adhesive substrate. One out of *n* = 3 independent experiments shown. **j** Diameters of detached BELAs and VE cysts grown for 3 days on a low adhesive substrate. *n* = 72 (BELAs) and *n* = 36 (VE cysts); bars indicate mean ± SD. **k**–**m** Immunostainings of VE cysts for the same markers as in **e**–**g**. One representative out of at least *n* = 7 structures shown. Scale bars: 50 µm in (**b**–**g**, **i** (inset) and **k**–**m**), 10 µm in **g** (inset), 200 μm in **i**. Source data for **j** are provided in the Source Data file.

Such alternative mechanisms can be identified with stem cell-based embryo models composed of embryonic and specific extraembryonic lineages. Here, we use an embryo-like model system consisting of the epiblast and the VE compartment to study how cell-cell communication controls AVE differentiation in the absence of an ExE. We first characterize bilayered aggregates made from mouse embryonic stem cells (ESCs) that recapitulate the interaction of the epiblast and the VE lineage as seen in the embryo, and contrast them with 3D structures that consist of either of the two cell types alone. Using single-cell RNA-sequencing, we show that the presence of the epiblast compartment suffices to trigger differentiation of a subset of VE cells towards an AVE identity. We apply cell-cell communication analysis to identify the associated signaling pathways, and use this knowledge to develop protocols for AVE differentiation in the absence of an epiblast compartment. Stimulation of Activin/Nodal signaling, coupled to inhibition of β-catenin transcriptional activity allows us to differentiate almost pure populations of AVE cells in vitro, suggesting that tissue-intrinsic signals regulating β-catenin activity restrict AVE differentiation to local cell clusters. The combination of signaling mechanisms for AVE differentiation described here may help explain axis patterning in embryos that do not have a BMP gradient.

## Results

### Generation of simplified 3D models of the Epi- and VE-compartments

To generate a 3D model of the peri-implantation embryo that contains its epiblast and VE-compartment we started from GATA4-inducible mouse ESCs. We have previously shown that following transient GATA4 expression, these cells differentiate into robust proportions of epiblast (Epi) and primitive endoderm (PrE) cells, the precursors of the VE (Fig. 1a)^9,10^. To promote cell-cell interactions, we re-seeded these cell type mixtures after 16 h and lowered the adhesiveness of the substrate. Under these conditions, cells quickly aggregated, formed round structures consisting of two layers of cells that surrounded a central lumen, and eventually detached from the culture surface (Fig. 1b; Supplementary Movie 1). The outer layer of these spherical structures consisted of GATA6-positive VE cells, while the inner layer expressed the Epi marker POU5F1 (Fig. 1c, d and Supplementary Movie 2). Staining with the apical markers PODXL and pERM showed that both compartments were polarized, with the apical domain of the VE pointing towards the outside of the aggregates, and the apical domain of the Epi layer pointing to the inside (Fig. 1e). At their basal sides, we detected expression of β1-integrin (ITGB1) as well as a laminin-rich basal membrane (Fig. 1f and Supplementary Movie 3). Both layers stained positive for the epithelial markers E-Cadherin (CDH1) and ZO-1 (Fig. 1g). This architecture of two apposed epithelial layers resembles the arrangement of cells in the distal part of the egg cylinder. We therefore term these structures “bilayered embryo-like aggregates” (BELAs).

We compared BELAs to previously described embryoids made from ESCs and extraembryonic endoderm (XEN) cells (EXE embryoids)^11^. EXE embryoids made by mixing ESCs with established XEN cell lines under the same conditions that were used to make BELAs had an overall similar size and architecture as BELAs, but did not detach from the surface of the culture vessel (Supplementary Fig. 1a, b). Furthermore, the outer XEN cell-derived layer in EXE embryoids lacked detectable CDH1 expression as well as the continuous apical domain marked by pERM and PODXL that was commonly seen in BELAs (Supplementary Fig. 1b–d), suggesting that the ESC-derived VE cells in BELAs have a stronger propensity to epithelialize than XEN cells.

We next sought to generate 3D structures that consist of Epi and VE cells in isolation. To obtain only Epi cells, we cultured ESCs under the same conditions as used for BELA formation, but omitted the doxycycline pulse. Under these conditions we observed extensive cell death from 48 h after re-seeding onwards (Supplementary Fig. 2a–c). As previously described, culture of cells in matrigel rescued their survival and induced cyst formation (Supplementary Fig. 2d)^12^, suggesting that a major function of the VE layer in BELAs is to provide survival and patterning signals via the extracellular matrix.

To generate pure cultures of PrE cells, we extended the expression of the inducible transgene for 16 h after the switch to N2B27 medium, and supplemented the medium with exogenous FGF4 (Fig. 1h, Supplementary Fig. 2a)^9^. When these cultures were re-seeded on low-adhesion substrates in N2B27 only, we observed rapid cell death (Supplementary Fig. 2b, c), but survival could be fully rescued by continued addition of FGF4 (Supplementary Fig. 2b). Surprisingly, in the presence of FGF4, these cells aggregated and formed non-adherent 3D structures (Fig. 1i and Supplementary Fig. 2b). These aggregates varied in size and shape, but a large number of them formed round cysts with a big lumen (Fig. 1i). The diameter of these cysts was 93.4 ± 18.8 µm (mean ± SD), similar to that of BELAs (112.8 ± 30.4 µm, Fig. 1j). The apical markers PODXL and pERM localized to the outside of the cysts, laminin was secreted to their inside, and the localized expression of CDH1 and ZO-1 further indicated an epithelial organization (Fig. 1k–m). Thus, these structures resemble the outer layer of BELAs, and we hence refer to them as VE cysts. Cyst formation was specific to ESC-derived VE cells, since XEN cells cultured under the same conditions continued growing as a monolayer (Supplementary Fig. 2e).

Taken together, the exchange of mutual survival signals between Epi and PrE cells underlies the spontaneous formation of BELAs. Replacing these signals with purified factors allows us to generate Epi- and VE cysts that consist of only one of the cell types found in BELAs, but that capture the 3D organization of the single compartments.

### Interactions between Epi and VE cells in BELAs shape cell differentiation trajectories

In the post-implantation embryo, differentiation of both the VE as well as the Epi lineage is strongly influenced by signals from the ExE. We reasoned that the three simplified 3D models could reveal mechanisms for cell differentiation that are independent of the ExE. We, therefore, performed single-cell RNA-sequencing (scRNAseq) on the three types of aggregates (Fig. 2a). 

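Cells of BELAs, Epi cysts and VE cysts were profiled in 3 libraries, 1 per type of aggregate, with 10x Genomics 3' v3.1 chemistry, in which each captured mRNA molecule carries a unique molecular identifier (UMI). BELAs and VE cysts came from inducible mouse embryonic stem cells, in which doxycycline (0.5 µg/ml for 8 h) switches on GATA4, a transcription factor that directs cells to the primitive endoderm. For VE cysts, doxycycline was kept for another 16 h and FGF4 (10 ng/ml) with heparin (1 µg/ml) replaced the signals of the Epi cells. Both spent 3 days in N2B27 medium after seeding, and between 100 and 200 structures of each were picked by hand. Picking of VE cysts aimed at leaving out structures with a visible Epi-like core, so the share of Epi cells in that library is partly set by the picking. Epi cysts grew from single cells embedded in matrigel, in 2i and LIF for 1 day and in N2B27 for 3 days.
The authors demultiplexed, aligned (mm10) and counted the reads with Cell Ranger 4.0.0, and the deposited files hold raw UMI counts for 32285 genes per barcode. The libraries targeted 2000, 1000 and 1000 cells in the paper (1000 each in the labels) and held 2220, 1076 and 881 barcodes. The study's filter left 1410 cells of BELAs, 657 of Epi cysts and 625 of VE cysts, with 126625916, 40962566 and 39793263 UMIs in total. The median depth was 82741.5 UMIs per cell in BELAs, 60160 in Epi cysts and 58554 in VE cysts, and 1 count in a whole library corresponded to 0.00790, 0.0244 and 0.0251 CPM (UMIs of a gene scaled to a fixed total of UMIs). Scrublet called 4, 12 and 3 barcodes as doublets, where the loading predicts about 25.0, 5.66 and 4.41. None were left out except as an alternative. The paper states its sequencing depth in reads per cell, and the values here use UMIs.
Cells were clustered with the steps of the study, SCTransform per library, integration by reciprocal PCA and Louvain clustering. The number of principal components is not stated in the paper's methods and was set to 30. All genes of the marker lists were left out of the features beforehand, so that no listed gene shaped the clusters. Markers entered afterwards, when 4 VE and 4 Epi markers of the study assigned each cluster to a lineage and the AVE genes of the introduction named cluster 4, so for these genes the direction of a difference between such groups is set by the naming and their values give only its size. The resolution was the lowest that split both lineages, 0.15, and gave 4 clusters, numbered here as in the paper by lineage and by the library that holds most of their cells. Levels are UMIs of a gene over all UMIs of a group of cells, in CPM. Intervals are exact 95% Poisson intervals for levels and Clopper-Pearson intervals for shares. They cover counting error only. With 1 library per condition and cells that are not replicates, no test was possible and no p-value is given, so differences between libraries have no replicate check. For gene lists, the median log2 ratio (with 5 CPM added to each level) is given with its percentile among 10000 random lists matched on expression, as a description of these libraries. Members of a list counted or named as at least 2-fold or past 2-fold higher or lower are so by the same ratio with 5 CPM added, which is smaller than the plain ratio for genes of low level. With 1 or 20 CPM added in place of 5, none of the 96 list medians of the 3 main comparisons changed sign, but 37 of the 61 of at least 0.1 in size moved by over 1.5 times, so that the counting intervals do not cover this choice.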

Representation of the single-cell transcriptomes in a UMAP plot showed two major groups, one containing mainly cells from Epi cysts and a subgroup of the BELA cells. 

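The cells of clusters 3 and 4, which hold the extraembryonic lineage, made up 529 of the 1410 BELA cells (37.5%, 35.0 to 40.1%), 576 of the 625 VE cyst cells (92.2%, 89.8 to 94.1%) and 5 of the 657 Epi cyst cells (0.761%, 0.248 to 1.77%). The rest, in clusters 1 and 2, were embryonic. Among the genes with the highest ratio in cluster 3 were Col4a1, Col4a2, Lama1, Sparc and Pth1r, which parietal endoderm is known to express, beside Cubn and Dab2 of the VE. The cluster was therefore not named by cell type, and cells are compared by cluster number. Without clusters, when each cell was assigned to the lineage with more UMIs of its 4 markers, the shares were 38.4%, 92.3% and 0.152%, with 5 cells left tied. With a looser filter (at least 3000 genes and at most 20% mitochondrial UMIs) they were 36.7%, 91.8% and 4.87% (3.41 to 6.71%). Of the 35 Epi cyst cells in this last share, 32 lay in a cluster of 56 cells with a median of 15685.5 UMIs. It also held 14 cells of BELAs and 10 of VE cysts, and the main extraembryonic cluster had a median of 67632 UMIs. The share of 4.87% thus rests mostly on a cluster of low depth.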

The other group contained the remaining BELA cells as well as most cells from VE cysts (Fig. 2b). Expression of the VE marker genes *Sox17*, *Cubn, Dab2*, and *Gata6*^12^ and the Epi marker genes *Fgf4, Nanog*, *Pou5f1*, and *Sox2*^13^ identified these two broad groups as VE and Epi, respectively (Fig. 2c). 

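The 4 VE markers stood far higher in clusters 3 and 4 than in clusters 1 and 2, in BELAs and in VE cysts, and the 4 Epi markers far lower. The clusters had been assigned to a lineage by these 8 markers, so their direction is no independent evidence. Gata6 and Sox17, transcription factors of the endoderm, stood at 234 (230.1 to 238) and 126 (123 to 129) CPM in the extraembryonic cells of BELAs and at 4.54 and 3.02 CPM in their embryonic cells. In the extraembryonic cells of VE cysts they stood at 299 and 157 CPM. Dab2 and Cubn, an adaptor and a receptor of endocytosis, were at 1719 and 827 CPM in extraembryonic and 25.1 and 11.8 CPM in embryonic cells of BELAs, and Epi cysts held 2.29 and 0.197 CPM. The pluripotency factor Pou5f1 was at 477 (472 to 482) CPM in embryonic cells of BELAs, 601 CPM in Epi cysts, 24.9 CPM in extraembryonic cells of BELAs and 17.7 CPM in those of VE cysts. Sox2 was at 45.7 and 76.4 CPM in the embryonic cells of BELAs and Epi cysts, Nanog at 29.5 and 33.0 CPM, and the growth factor gene Fgf4 at 21.6 and 7.34 CPM. In the extraembryonic cells of BELAs these 3 genes did not pass 1.21 CPM.
The median log2 ratio of extraembryonic over embryonic cells was 5.14 (5.08 to 5.19) for the VE markers and -2.83 (-2.88 to -2.77) for the Epi markers in BELAs, and 6.13 (5.93 to 6.27) and -3.49 (-3.61 to -3.36) in VE cysts. With every cell thinned to 40000 UMIs, which left out 28 of 529 extraembryonic and 67 of 881 embryonic BELA cells, 63 of 652 Epi cyst cells and 104 of 576 VE cyst cells, a Gata6 UMI was found in 98.8% of the extraembryonic and 6.14% of the embryonic BELA cells (unthinned 99.6% and 9.88%). Median depths of these groups were 89109 and 79415 UMIs. Thinned Pou5f1 shares were 100% and 36.7% (unthinned 100% and 50.7%).

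**Figure D1:**
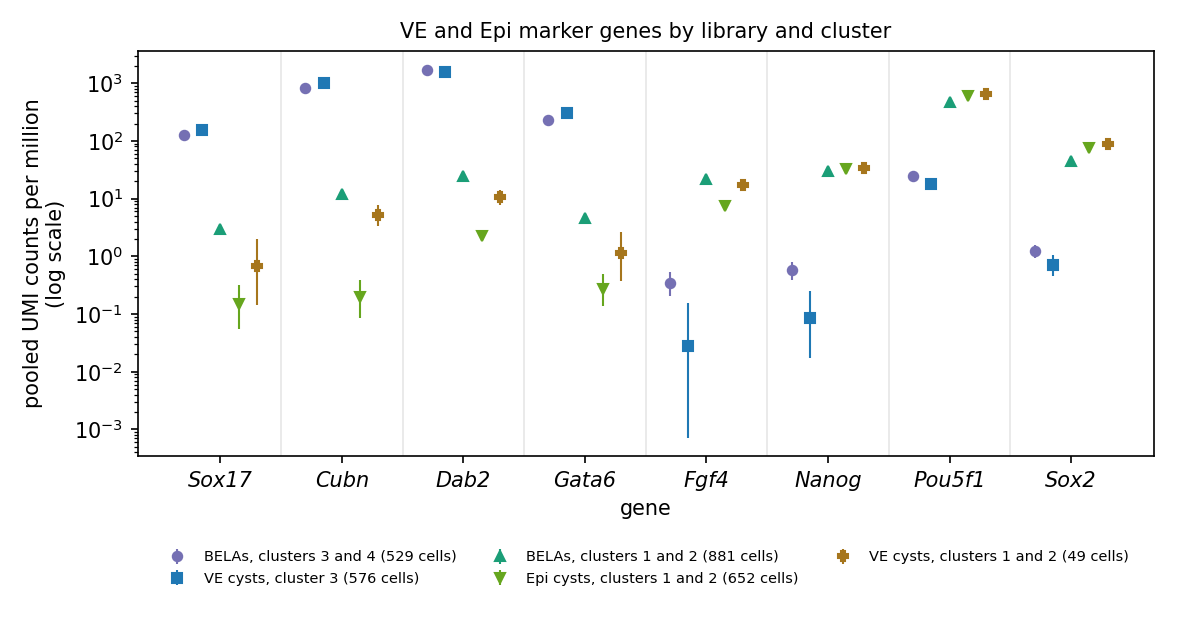
Levels of the 4 VE and 4 Epi markers in CPM on a log axis, for extraembryonic cells (clusters 3 and 4) of BELAs and VE cysts and embryonic cells (clusters 1 and 2) of BELAs, Epi cysts and VE cysts. Points are UMIs of a gene over all UMIs of the group and bars are exact 95% Poisson intervals. Gata6, Sox17, Dab2 and Cubn lie higher in the extraembryonic groups and Pou5f1, Sox2, Nanog and Fgf4 higher in the embryonic groups.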

To determine which cell types and developmental stages were captured in the in vitro samples, we integrated our scRNAseq data with single-cell transcriptomes from the embryo. We chose a reference dataset that covered several embryonic stages between E3.5 and E8.75, and that focused in particular on the emergence of the endoderm lineage^14^. UMAP representations after integration indicated that cells from BELAs and cysts corresponded to a range of embryo cell types (Fig. 2d, e).

**Fig. 2:**
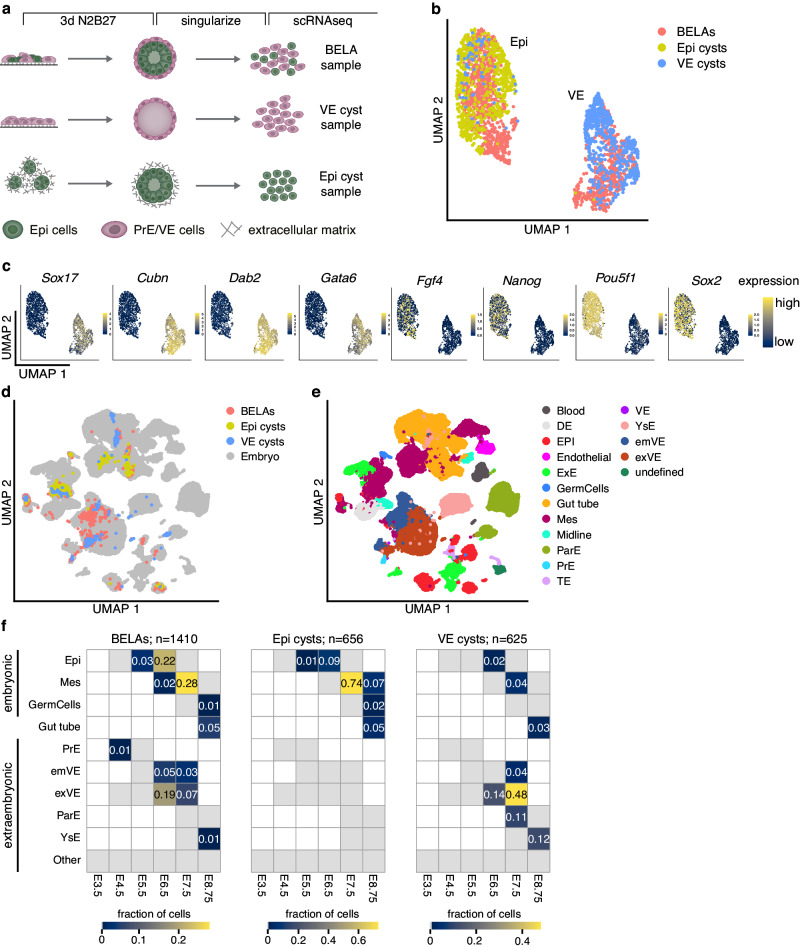
Single-cell RNA-sequencing and data integration to determine cell type identities in BELAs and cysts. **a** Experimental approach to prepare samples for scRNAseq. **b** UMAP of batch corrected single-cell transcriptomes from cells prepared as in **a**. Colors indicate sample of origin. **c** Expression levels of VE markers *Gata6*, *Sox17*, *Dab2*, and *Cubn*, and Epi markers *Pou5f1*, *Sox2*, *Nanog*, and *Fgf4*. To better visualize the cell type-specific expression of *Fgf4*, *Nanog* and *Sox2*, expression levels above ln ≥1.5 (*Fgf4*) or ln ≥2 (*Nanog* and *Sox2*) are shown in yellow. **d** UMAP of single-cell transcriptomes from BELAs, Epi cysts and VE cysts, integrated with scRNAseq data from mouse embryos covering stages E4.5 to E8.75^14^. **e** Same UMAP as in **d**, colored according to cell type annotation from^14^ after integration and label transfer. **f** Heatmaps showing the fraction of cells in BELAs (left), Epi cysts (middle) and VE cysts (right) assigned to particular cell types and time points from the embryo. Because the E8.75 gut tube has both embryonic and extraembryonic origin^49,50^, it was not assigned to any of the two categories.

We transferred cell type and stage labels from the reference dataset and plotted their frequency in each sample (Fig. 2f). 

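Genes of the formative and primed pluripotent state, which epiblast cells turn on after implantation, stood higher in embryonic cells of BELAs than in Epi cysts. Of 9 such genes 3 were at least 2-fold higher and none 2-fold lower, with a median log2 ratio of 0.50 (0.45 to 0.56) at percentile 100. Otx2 stood at 105 CPM in BELAs and 49.6 CPM in Epi cysts (2.12-fold (2.02 to 2.23) higher), Fgf5 at 90.0 and 35.6 CPM (2.53-fold) and Utf1 at 613 and 289.7 CPM (2.12-fold). The de novo DNA methyltransferase gene Dnmt3b was at 954 and 599 CPM. Genes of the earlier naive state had a median ratio of 0.12 (0.05 to 0.18) over 11 genes. Klf2, the 1 member past 2-fold with 5 CPM added, was lower in BELAs, at 10.8 against 30.2 CPM in Epi cysts, while Zfp42 stood at 25.1 and 10.1 CPM. In extraembryonic cells the formative and primed genes were also higher in BELAs than in VE cysts (median 0.90 (0.77 to 1.03), percentile 100), with Dnmt3b, Otx2, Fgf5 and Utf1 past 2-fold. This median was 0.49 in thinned cells, and 1.35 and 0.41 with 1 and 20 CPM added. Transcripts specific to embryonic cells were present in these cells too. In extraembryonic cells of BELAs, 35 abundant genes (without Utf1 and the AVE genes, and with Fgf5) that were over 10-fold higher in embryonic BELA cells than in extraembryonic cells of VE cysts stood at a median of 6.05% of their embryonic level, and the study's Epi markers had a median ratio of 0.13 (percentile 99.2) against VE cysts. Dnmt3b, Otx2, Fgf5 and Utf1 stood at 33.6%, 22.5%, 61.5% and 38.6% of their embryonic level. Genes of the G2/M phase, which mark dividing cells, had a median ratio of 0.40 (0.38 to 0.45) in the same comparison, with none of 10 past 2-fold, and naive genes -0.05, with Klf4 past 2-fold and lower in BELAs. The embryo atlas behind the stage labels was not used here, so these genes give levels and not stages.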

While cells from BELAs mapped to both E6.5 and E7.5 reference cells, the majority of cells from both Epi and VE cysts mapped to E7.5, indicating that cyst cells were developmentally more advanced than cells from BELAs. BELA cells mapped to both embryonic cell types (Epi, mesoderm (Mes), and germ cells) and extraembryonic cell types (PrE, embryonic VE (emVE), extraembryonic VE (exVE), parietal endoderm (ParE), and yolk sac endoderm (YsE)). 

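Embryonic and extraembryonic cells of BELAs and VE cysts also differed in VE genes beyond those of Fig. 2c. All 8 further VE genes, among them Foxa2, Amn, Lrp2, Sox7, Hnf4a, Apoe and Gata4, were at least 2-fold higher in the extraembryonic cells of both libraries, with median log2 ratios of 3.22 (3.17 to 3.28) in BELAs and 3.64 (3.52 to 3.81) in VE cysts. Amn, which carries the endocytic receptor Cubn to the cell surface, stood at 1253 CPM in these cells of BELAs and 629 CPM in VE cysts. Between the extraembryonic cells of BELAs and of VE cysts, the study's VE markers had a median ratio of -0.30 (-0.33 to -0.28), the further VE genes 0.23 (0.21 to 0.25) and the study's Epi markers 0.13 (0.09 to 0.19), and none passed 2-fold. The same Epi markers had a median of -0.23 (-0.28 to -0.19) between the embryonic cells of BELAs and of Epi cysts, where Fgf4 alone passed 2-fold and was higher in BELAs.
No list of genes of cell types outside these lineages had a median past 2-fold. For the embryonic cells of BELAs over Epi cysts, the median log2 ratio was -0.16 for neural genes, 0.07 for germ cell genes, 0.00 for trophoblast genes, 0.02 for blood and endothelial genes, -0.02 for fibroblast genes and 0.01 for genes of 2-cell-like cells. For the extraembryonic cells of BELAs over VE cysts it was 0.01, 0.09, -0.03, -0.07, 0.01 and -0.09 in the same order. The neural median turned to 0.22 over members with at least 10 CPM, and that of 2-cell-like genes in extraembryonic cells to 0.0436 in thinned cells. Single members past 2-fold were Thy1, a surface protein gene, which stood higher in embryonic BELA cells (19.1 against 6.65 CPM), and the keratin gene Krt7, which stood higher in extraembryonic BELA cells (15.5 against 2.68 CPM).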

Cells from Epi cysts in contrast mapped mostly to embryonic cell types, whereas cells from VE cysts mapped to extraembryonic cell types. The low number of cells from VE cysts that mapped to embryonic cell types likely originate from a small fraction of cells is refractory to PrE differentiation because of insufficient transgene induction levels^9^. 

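In the VE cyst library, 49 of 625 cells (7.84%, 5.86 to 10.2%) fell into the embryonic clusters, 42 of them in cluster 1 with the BELA cells and 7 in cluster 2 with the Epi cyst cells. They held the pluripotency factors at 647 (623 to 671) CPM for Pou5f1, 88.6 CPM for Sox2 and 34.3 CPM for Nanog. The endoderm factors stood close to the limit of 0.682 CPM that a count of 0 allows in these cells, with 1.14 CPM of Gata6, 0.909 CPM of Gata4 and 0.682 CPM of Sox17. Their median depth was 87299 UMIs, against 56866.5 UMIs for the extraembryonic cells of the library. Nodal and its feedback antagonist Lefty1 stood at 64.1 (56.8 to 72.0) and 250.2 (236 to 265) CPM, and the Nodal co-receptor Tdgf1 at 134 CPM.
Against the embryonic cells of BELAs, BMP pathway genes had a median log2 ratio of 0.37 (0.25 to 0.51) (3 of 12 at least 2-fold higher) and genes of the unfolded protein response -0.63 (-0.74 to -0.48) (2 of 11 lower). Against Epi cyst cells, hypoxia and glycolysis genes had a median of 0.57 (0.46 to 0.62) and BMP pathway genes 0.45 (0.31 to 0.57). In the first comparison Id1, Id2 and Msx1 were the BMP genes past 2-fold, and Chac1 and Trib3 the unfolded protein response genes. In the second the BMP genes past 2-fold were Smad7 and Id1.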

The vast majority of embryonic cells from Epi cysts were labeled as mesoderm, whereas the embryonic cells from BELAs were labeled both as Epi and mesoderm. 

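Brachyury (T), a transcription factor of the primitive streak and nascent mesoderm, stood at 19.7 (18.4 to 21.1) CPM in Epi cyst cells and 0.338 (0.219 to 0.500) CPM in embryonic cells of BELAs, 58.3-fold (39.2 to 90.6) lower in BELAs. After thinning, a T UMI was found in 27.8% (24.3 to 31.7%) of Epi cyst cells, 1.47% of embryonic BELA cells and 0 of 501 extraembryonic BELA cells, which should lack it (unthinned 32.1%, 2.72% and 0.378%). Median depths of these groups were 60060, 79415 and 89109 UMIs. The growth factor gene Fgf8 was at 41.5 CPM in Epi cysts and 3.52 CPM in BELAs (11.8-fold lower). Eomes was at 11.8 and 3.61 CPM, Wnt3 at 6.67 and 2.10 CPM, and Mixl1 at 0.764 and 0.271 CPM. Hand1, which marks extraembryonic mesoderm and trophoblast, was higher in BELAs, at 6.04 against 0.0246 CPM. The whole list of 15 measured streak and mesoderm genes had a median log2 ratio of -0.01 (-0.03 to 0.01), with 2 genes (T and Fgf8) at least 2-fold lower with 5 CPM added and 1 (Hand1) higher in BELAs. Over the 3 members with at least 10 CPM in either group (T, Fgf8 and Eomes) the median was -2.21.
Hox, caudal and other genes of the posterior body axis had the largest median of the lists compared between embryonic cells. This list was drawn up after the values were seen and holds genes already known to differ, so its count is not independent evidence. Of its 16 genes 9 were at least 2-fold lower in BELAs than in Epi cysts and none higher, with a median of -2.01 (-2.07 to -1.95), which was -3.85 with 1 CPM added and -0.84 with 20 CPM. The 9 included Hoxa2 (12.7 CPM in Epi cysts), Hoxb1 (25.9 CPM) and Hoxb2, and the caudal gene Cdx2 stood at 5.07 CPM in Epi cysts and 0.0406 CPM in BELAs. A list of 10 retinoic acid genes, added at the same time, had a median of -0.37 (-0.44 to -0.30), or -0.94 and -0.12 with 1 and 20 CPM added. Crabp1 and Crabp2, which bind retinoic acid inside the cell, were among its members at least 2-fold lower in BELAs, and none was 2-fold higher.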

The extraembryonic cells from VE cysts mostly mapped to cell types that are not in contact with the epiblast, such as the exVE, the ParE, and the YsE, and only 4% mapped to the emVE. 

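Genes of the parietal endoderm, which lays down a thick basement membrane and has no contact with the epiblast, stood higher in extraembryonic cells of VE cysts than of BELAs. Of 13 such genes 10 were at least 2-fold lower in BELAs and none higher, with a median log2 ratio of -1.19 (-1.20 to -1.18) at percentile 0. Sparc, a matrix glycoprotein, was at 12136 CPM in VE cysts and 5330.2 CPM in BELAs (2.28-fold lower). The collagen IV gene Col4a1 was at 5194 and 1610.2 CPM (3.23-fold (3.20 to 3.25)), the laminin gene Lama1 at 968 and 428 CPM, and the intermediate filament gene Vim at 77.9 and 20.8 CPM. Plat, which encodes tissue plasminogen activator, was at 118 and 31.6 CPM. Sox7 and Snai1 were not lower, at 29.9 and 7.49 CPM in VE cysts and 44.7 and 13.7 CPM in BELAs. Over the 22 matrix and basement membrane genes, which share members with this list, the median was -0.98 (-1.04 to -0.95) (11 lower).
Genes of the exVE and yolk sac endoderm, which absorb nutrients and secrete serum proteins, stood higher in BELAs in the median, with members going both ways. Of 14, 6 were at least 2-fold higher in BELAs and 2 lower, with a median of 0.80 (0.74 to 0.85) at percentile 100. The apolipoprotein gene Apoa1 stood at 259 CPM in BELAs and 56.0 CPM in VE cysts (4.63-fold (4.42 to 4.86) higher), Apoa4 at 134 and 34.3 CPM, and Apob at 167 and 66.3 CPM. The retinol carrier gene Rbp4 stood at 569.5 CPM in VE cysts and 99.8 CPM in BELAs (5.71-fold lower in BELAs), and Apoa2 at 56.8 and 20.6 CPM. Ttr, the carrier of thyroid hormone, was at 1265 and 735 CPM.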

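Of 9 genes known from the emVE, the part of the VE that overlies the epiblast, 7 were at least 2-fold higher in extraembryonic cells of BELAs than of VE cysts and none lower. Their median log2 ratio was 2.11 (2.01 to 2.21), at percentile 100. Its size depended on the CPM added, with 3.39 for 1 CPM and 1.01 for 20 CPM. The signaling genes Fgf5, Fgf8 and Nodal stood at 55.3, 22.7 and 21.6 CPM in BELAs and 0.961, 0.141 and 1.16 CPM in VE cysts. Fgf5 was 57.6-fold (41.1 to 83.3) higher. The homeobox gene Lhx1 was at 52.8 (50.8 to 54.8) against 0.848 (0.572 to 1.21) CPM (62.3-fold (43.5 to 92.4) higher), and the T-box gene Eomes at 33.2 against 6.41 CPM. Otx2 was at 23.6 CPM in BELAs, with a single UMI in VE cysts (0.0283 CPM). Gsc, a homeobox gene of the anterior midline, was also past 2-fold, at 7.24 against 0.198 CPM, while Fzd5 and Hesx1, which did not pass 2-fold with 5 CPM added, stood at 10.3 and 4.70 CPM in BELAs and 4.97 and 0.480 CPM in VE cysts. Of the 7 AVE genes named in the introduction, which share Otx2, Eomes, Gsc and Lhx1 with the emVE list, 4 were at least 2-fold higher (median 1.24 (1.14 to 1.32), or 2.21 and 0.65 with 1 and 20 CPM added), and of the 4 other AVE genes Sfrp1 was higher and Sfrp5 lower (median 0.79, or 1.44 and 0.35). In 10000 random lists matched on expression no median was as high as that of the emVE genes or of the 7 AVE genes named in the introduction.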

In BELAs in contrast, 8% of all cells were labeled as emVE. This corresponds to approximately one fifth of all extraembryonic cells in this sample, and indicates that the presence of the Epi core in BELAs promotes an emVE identity. 

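The difference in emVE genes was smaller but not lost when the cells of cluster 4, which are found only in BELAs, were left out. Between the cluster 3 cells of BELAs (466 cells) and of VE cysts (576 cells), 5 of 9 emVE genes (Fgf8, Otx2, Nodal, Lhx1 and Fgf5) were at least 2-fold higher in BELAs, with a median log2 ratio of 1.16 (1.06 to 1.26) at percentile 100. Fgf5 stood at 36.7 CPM in these BELA cells (38.2-fold (27.2 to 55.3) higher), Nodal at 15.7 CPM (13.6-fold (9.90 to 19.1)), and Lhx1 was 33.1-fold (23.1 to 49.3) higher. Otx2 stood in cluster 3 of BELAs at 7.27% of its embryonic level, within the quartiles (4.29 and 8.48%, median 5.80%) of the genes specific to embryonic cells. Fgf5 and Nodal stood at 40.8% and 45.8% and Fgf8 and Lhx1 above their embryonic level. The quartiles can hold expression of extraembryonic cells themselves, so they do not decide whether Otx2 RNA in cluster 3 came from embryonic cells. Utf1, a chromatin factor of pluripotent cells, was at 237 CPM in cluster 3 of BELAs and 12.6 CPM in VE cysts. Not all genes of the anterior VE were higher. Sfrp5, a secreted Wnt inhibitor, was at 12.1 CPM in cluster 3 of BELAs and 85.1 CPM in VE cysts (7.05-fold (6.44 to 7.72) lower in BELAs), and its relative Frzb at 5.26 and 33.8 CPM. The BMP target genes Id2 and Id3 were at 67.2 and 6.52 CPM in BELAs and 221 and 66.2 CPM in VE cysts.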

We conclude that cells from all three 3D systems bear transcriptional similarity to the embryonic and extraembryonic lineages of the mouse embryo shortly after implantation. Furthermore, differences in developmental stage and cell type identity between embryonic cells from Epi cysts and BELAs, and between extraembryonic cells from VE cysts and BELAs, indicate that interactions between the two cell types regulate cell differentiation.

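Signaling target genes differed between embryonic cells of BELAs and Epi cysts in several pathways. Targets of FGF and ERK had a median log2 ratio of -0.53 (-0.60 to -0.44), or -0.18 over members with at least 10 CPM, and went both ways. Of 11 genes, Egr1 (38.3 against 8.82 CPM), Dusp4 (54.9 against 23.5 CPM) and Spry1 (21.1 against 6.53 CPM) were at least 2-fold higher in BELAs. The feedback inhibitors Spry2 (12.1 against 30.5 CPM), Spred1 (18.1 against 54.7 CPM) and Il17rd (12.2 against 31.7 CPM) were at least 2-fold lower. Of 12 β-catenin target genes (median -0.18 (-0.23 to -0.14)), Axin2 and Sp5 were lower in BELAs, at 4.60 and 0.257 CPM against 19.2 and 5.89 CPM. Wls, which carries Wnt proteins to the cell surface, was lower as well (9.30 against 23.9 CPM), with a median of -0.22 (-0.29 to -0.13) for Wnt ligands and secretion genes, or -1.02 over members with at least 10 CPM. Among BMP genes (median 0.14), Bmp4 and Smad7 were higher in BELAs (8.84 and 39.3 against 1.53 and 13.8 CPM) and Id2 lower (11.0 against 38.0 CPM). Of 12 Nodal pathway genes (median 0.14) only Tdgf1 passed 2-fold, at 101 against 26.4 CPM, 3.83-fold (3.60 to 4.09) higher.
In extraembryonic cells of BELAs against VE cysts, targets of FGF and ERK had a median of 0.22 (0.11 to 0.34), with Dusp4 (23.7 against 4.01 CPM), Etv4 (27.1 against 5.37 CPM) and Spry4 (12.7 against 2.60 CPM) at least 2-fold higher. The medians were -0.05 for Nodal pathway genes (Nodal higher and the convertase gene Pcsk6 lower), -0.01 for β-catenin targets, -0.06 for secreted Wnt inhibitors (Sfrp1 higher, Sfrp5 and Frzb lower), -0.01 for Wnt ligands and secretion genes and -0.15 for BMP genes (Id2 and Id3 lower).
No list of genes of stress, metabolism or cell cycle had a median past 2-fold. Between embryonic cells the medians were 0.52 for hypoxia and glycolysis (2 of 12 higher, Egln3 and Bnip3), 0.45 for immediate early and heat shock genes (2 of 10 higher, Jun and Egr1), -0.02 for G2/M genes, -0.11 for p53 targets, -0.10 for the unfolded protein response, -0.20 for cholesterol synthesis and -0.15 for secreted Wnt inhibitors. Between extraembryonic cells they were 0.22, 0.03, -0.15, -0.14 and 0.04 for hypoxia, immediate early, p53, unfolded protein (Asns higher) and cholesterol genes (Mvd higher and Insig1 lower). Embryonic BELA cells also held more transcripts of the VE than Epi cysts did. The VE markers had a median ratio of 1.28 (2.55 and 0.47 with 1 and 20 CPM added), the further VE genes 0.36, exVE genes 0.42, parietal endoderm genes 0.31 and matrix genes 0.31. Over 48 VE-specific genes their level was a median of 1.96% of that in extraembryonic BELA cells. From the differences in stage and cell type labels between embryonic cells of Epi cysts and BELAs and between extraembryonic cells of VE cysts and BELAs, the paper reasons that interactions between both cell types regulate their differentiation.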

### Interaction of Epi and VE cells in BELAs promotes AVE differentiation

To characterize in more detail how interactions between Epi and VE cells in BELAs affect cell differentiation, we performed unsupervised clustering of the single-cell transcriptomes and searched for cell types that were present in BELAs, but not in the cyst samples. Epi cells clustered according to their sample of origin, with one cluster containing the Epi cells from BELAs (cluster 1), and the other one containing almost all Epi cyst cells (cluster 2, Fig. 3a, b). These global transcriptomic differences between Epi cells from the two sample types suggests that the signaling environment generated by the VE layer in BELAs differs from that generated by the artificial extracellular matrix used to grow Epi cysts. 

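With all 3000 features, as in the study's pipeline, cluster 1 held 861 cells of BELAs, 35 of Epi cysts and 42 of VE cysts, and cluster 2 held 20 cells of BELAs, 619 of Epi cysts and 7 of VE cysts. With the listed genes left out, cluster 1 held 858, 42 and 42 cells and cluster 2 held 23, 610 and 7. The genes that set cluster 1 apart included Tdgf1, Fgf4 and Pou3f1 of the epiblast and Ndufa4l2, Rab25 and Smc1b. Those of cluster 2 included Hoxb2, Meis2, Gbx2, Wnt8a and Nkx1-2, genes of the hindbrain and posterior axis, and the retinoic acid binding protein gene Crabp1. With 1 library per condition, clusters that come mostly from 1 library do not separate the library from the condition. Without integration, with 3000 features chosen over the merged cells, 882 BELA cells, 8 Epi cyst cells and 20 VE cyst cells fell into the first cluster and 1, 649 and 29 into the second.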

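Among the 10 genes lowest in embryonic cells of BELAs against Epi cysts by the fixed rule, Meis2, a homeobox gene of the hindbrain and trunk, stood at 0.609 (0.444 to 0.815) CPM in BELAs and 129 (126 to 133) CPM in Epi cysts. Hoxb2 had 3 UMIs in embryonic BELA cells and was 799.9-fold (273 to 3884) lower, and Nkx1-2 was 103-fold lower. The Wnt ligand gene Wnt8a (182-fold (115 to 308) lower), Gbx2 (54.2-fold), the Eph receptor gene Epha4 (24.9-fold), the activin antagonist gene Fst (17.0-fold) and the retinoic acid binding protein gene Crabp1 (12.6-fold) were also among the 10.
The 10 genes highest in BELAs were Spink1, Srgn, Anxa2, Dppa5a, Car4, Ndufa4l2, Tfpi, Krt18, Smc1b and Triml2. All but Ndufa4l2 and Smc1b stood higher still in the extraembryonic cells of BELAs, among them Spink1, Srgn, Krt18 and Triml2 at 2837, 1566, 413 and 98.1 CPM, against 39.6, 28.8, 148 and 19.3 CPM in the embryonic cells. Dppa5a was at 656 CPM in BELAs and 119.8 CPM in Epi cysts (5.47-fold (5.31 to 5.64) higher) and at 1205 CPM in the extraembryonic cells of BELAs. The meiotic cohesin gene Smc1b was at 26.7 and 2.46 CPM and the carbonic anhydrase gene Car4 at 102 and 16.9 CPM.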

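Extraembryonic cells of BELAs and VE cysts shared a cluster after integration and lay mostly in separate clusters without it. After integration with the listed genes left out, one cluster held 466 cells of BELAs with 576 of VE cysts and 5 of Epi cysts. When the libraries were merged, normalized together and clustered without integration, which also changed the features (2802 in place of 2817) and the resolution (0.05, with 0.25 for cluster 4, in place of 0.15), the extraembryonic cells outside cluster 4 split by origin, with 15 cells of BELAs and 538 of VE cysts in one cluster and 447 of BELAs and 38 of VE cysts in the other. With all 3000 features the split was 14 and 530 against 440 and 46. When the extraembryonic cells of BELAs and VE cysts were integrated and clustered without the embryonic cells, an alternative added after the data were seen, 2 mixed clusters resulted beside 38 AVE-like cells of BELAs, with 332 cells of BELAs and 236 of VE cysts in the first and 159 and 340 in the second. The median depth was 90364 UMIs for the cluster 3 cells of BELAs and 56866.5 UMIs for those of VE cysts.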

VE cells also fell into two clusters, but here, cells were not segregated based on their origin (Fig. 3a, b). Instead, cluster 3 consisted of both cells from VE cysts and BELAs, whereas a small cluster 4 contained exclusively cells from BELAs (Fig. 3a, b). 

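The small cluster 4 held 63 cells, all of BELAs. They made up 11.9% (9.27 to 15.0%) of the 529 extraembryonic cells of BELAs and 4.47% (3.45 to 5.68%) of all BELA cells. None of the 576 extraembryonic cells of VE cysts was in it, which allows a share of up to 0.521% (3 counts of the total). Among the genes that set it apart were Sfrp1, Lhx1, Gpc4, Afp, Ptgds, Irs4, Grb10 and Pkdcc, and it is called AVE-like here from the AVE genes, which were not used to cluster. With all 3000 features the cluster held 64 cells, 63 of them the same, and cluster 3 held 465 cells of BELAs and 576 of VE cysts. Clustering from 50% of the UMIs of each cell gave 63 cells, 62 of them shared. Settings that changed the cells clustered, and with them the features and in part the resolution, gave other sizes. The extraembryonic cells of BELAs alone gave 73 AVE-like cells (13.8%), those of BELAs and VE cysts clustered together without the embryonic cells 38 (7.18%, an alternative added after the data were seen), and a filter with both limits looser (at least 3000 genes and at most 20% mitochondrial UMIs) gave 91 cells of BELAs and 13 of VE cysts (2.07%).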

Genes that were downregulated in cluster 4 mostly encoded components of the extracellular matrix (Supplementary Fig. 3 and Supplementary Data 1). 

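Genes of the extracellular matrix and basement membrane were lower in cluster 4 than in cluster 3 of BELAs. Of 22 such genes 12 were at least 2-fold lower and 1 higher, with a median log2 ratio of -1.17 (-1.27 to -1.06) at percentile 0, and -2.14 against the extraembryonic cells of VE cysts. The laminin gene Lama1 was at 40.2 (35.1 to 45.8) CPM in cluster 4 and 474 (468 to 481) CPM in cluster 3 (11.8-fold (10.4 to 13.5) lower). The other chains of laminin-111, Lamb1 and Lamc1, were 2.74-fold and 2.37-fold lower. The collagen IV genes Col4a1 and Col4a2 were 3.05-fold (2.95 to 3.16) and 3.21-fold lower, Sparc 3.26-fold, the perlecan gene Hspg2 4.02-fold, and P4ha1 and P4ha2, which hydroxylate collagen, 3.49-fold and 4.93-fold. Lama5, another laminin chain, was the member that stood higher, at 71.7 against 22.7 CPM (3.15-fold (2.81 to 3.54)).
Parietal endoderm genes, which share several of these, had a median of -1.22 (-1.32 to -1.14) (9 of 13 lower), and -2.53 against VE cysts. The study's VE markers were lower too (-1.29 (-1.39 to -1.20)), with Cubn at 235 against 898 CPM, Sox17 at 45.3 against 136 CPM and Gata6 at 114 against 249 CPM, while the further VE genes had a median of 0.06 (-0.04 to 0.13) (Lrp2 lower) and Gata4 stood at 109 and 106 CPM. The 10 lowest genes by the fixed rule, ranked in 50% of the UMIs and measured in the rest, were Cryab, Htra1, Lama1, Nrg1, Eva1a, Me1, Hs3st1, Pdgfra, Tcf15 and Gpr137b, in this order. In the UMIs not used for the ranking, Cryab, a small heat shock protein gene, stood at 3.20 against 85.7 CPM, 26.8-fold (14.1 to 58.6) lower. The serine protease gene Htra1 was 15.4-fold lower, Nrg1 12.3-fold and Pdgfra 7.26-fold. Hs3st1, a heparan sulfate sulfotransferase gene, had no UMI in cluster 4 and was at least 27.2-fold lower, taking 3 counts as the limit.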

The list of upregulated genes, on the other hand, contained transcription factors involved in AVE differentiation, such as Lhx1, Otx2, and Eomes (Fig. 3c and Supplementary Data 1). Furthermore, cells in cluster 4 specifically expressed the AVE markers Cer1, Lefty1, and Sfrp1, suggesting that they had adopted an AVE identity (Fig. 3c, d, Supplementary Data 1). 

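All 7 genes that the introduction names for the AVE were at least 2-fold higher in cluster 4 than in cluster 3 of BELAs, with a median log2 ratio of 2.91 (2.79 to 3.00) at percentile 100. None had been used to cluster, but the cluster was named from them, so their direction is not independent of its name. Of the transcription factors, Lhx1 (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535 on mm10) stood at 259 (246 to 272) CPM in cluster 4 and 28.1 CPM in cluster 3 (9.22-fold (8.55 to 9.94) higher). Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) was at 157 (147 to 168) and 7.64 CPM (20.5-fold (18.2 to 23.3)), Eomes (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132) at 164 (154 to 175) and 17.5 CPM (9.39-fold (8.54 to 10.3)), and Gsc at 62.8 and 0.573 CPM (109.6-fold (74.1 to 169)). Otx2 is not confined to the AVE and was present in embryonic cells of BELAs as well. Lhx1 was at 0.880 CPM there and at 0.0739 CPM in Epi cysts.
Other AVE genes (Sfrp1, Sfrp5, Hhex and Hesx1), which did not enter the naming, were all at least 2-fold higher (median 2.18 (2.03 to 2.31), or 1.37 with 20 CPM added), with Hhex at 46.5 against 19.0 CPM and Hesx1 at 21.4 against 2.70 CPM. All 9 emVE genes were also at least 2-fold higher (median 3.00 (2.91 to 3.09)). Among them were Fgf8 (158 against 6.50 CPM, 24.4-fold), Fgf5 (211 CPM, 5.74-fold) and the Wnt receptor gene Fzd5 (68.7 against 3.27 CPM, 21.0-fold). The emVE list shares Otx2, Eomes, Gsc and Lhx1 with the genes that named the cluster, so their direction is not independent of its name. Hesx1 is on both the emVE list and that of other AVE genes. The primitive streak list had a median of 0.01 (-0.02 to 0.06), although Eomes and Fgf8 belong to it, and the study's Epi markers one of -0.01 (-0.10 to 0.09). Against the extraembryonic cells of VE cysts the Epi markers had a median of 0.19 (0.07 to 0.30). With genes ranked in 50% of the UMIs and measured in the rest, the 10 highest were Sfrp1, Afp, Pkdcc, Mest, Gsc, Otx2, Fgf8, Chga, Grb10 and Gpc4. The imprinted growth gene Grb10 stood at 516 against 35.1 CPM and the glypican gene Gpc4 at 293 against 19.8 CPM.

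**Figure D2:**
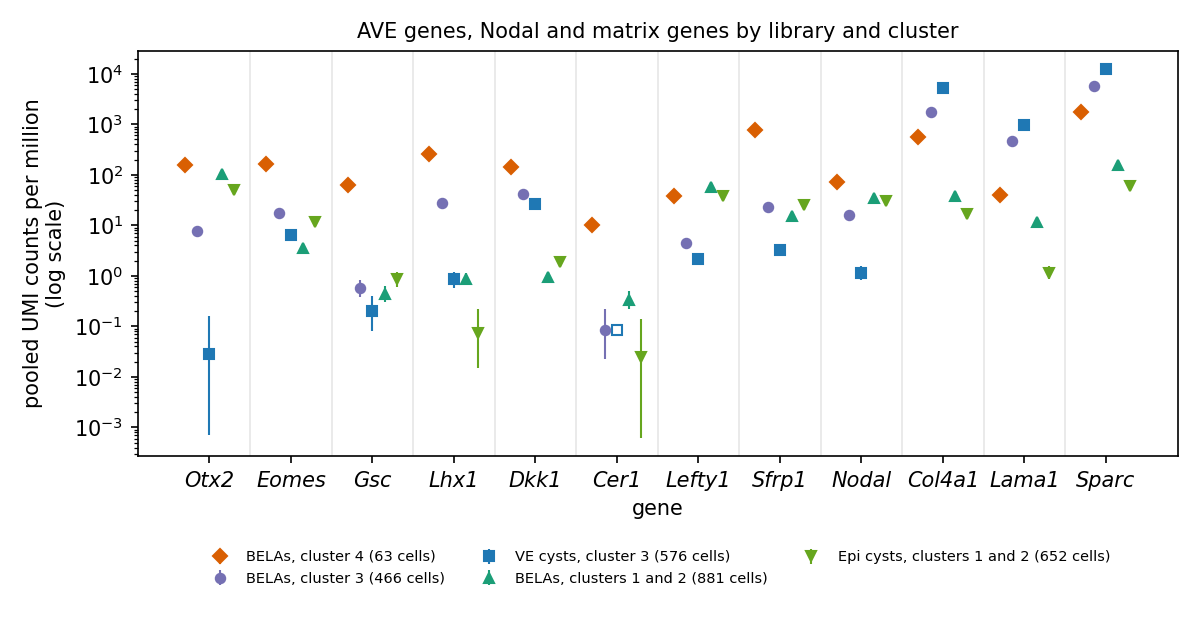
Levels of AVE and matrix genes in CPM on a log axis, for cluster 4 of BELAs (63 cells), cluster 3 of BELAs (466 cells), cluster 3 of VE cysts (576 cells) and the embryonic cells (clusters 1 and 2) of BELAs and of Epi cysts. Points are UMIs of a gene over all UMIs of the group, bars are exact 95% Poisson intervals, and an open marker is the limit of 3 counts where a group had no UMI. The AVE genes lie highest in cluster 4 except Lefty1, which of the plotted groups lies highest in embryonic BELA cells, and Col4a1, Lama1 and Sparc lie lower in cluster 4 than in cluster 3.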

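Cer1, an antagonist of Nodal, BMP and Wnt that the AVE secretes, was detected almost only in cluster 4. It stood at 10.1 (7.64 to 13.1) CPM there, 0.0849 (0.0231 to 0.217) CPM in cluster 3 of BELAs (119-fold (43.9 to 451) higher in cluster 4) and 0.338 CPM in embryonic BELA cells, with 0 UMIs in extraembryonic cells of VE cysts (up to 0.0848 CPM). It lies on chromosome 4 from 82881751 to 82885148 (mm10). After thinning, 18.6% (9.69 to 30.9%) of the cells of cluster 4 held a Cer1 UMI, none of 442 cells of cluster 3 and 0.246% of embryonic BELA cells (unthinned 34.9%, 0.858% and 0.341%). Thinning left out 4 of 63 cells of cluster 4 and 24 of 466 of cluster 3, whose median depths were 79718 and 90364 UMIs (79415 in embryonic BELA cells). Sfrp1, a secreted Wnt inhibitor, stood at 754 (731 to 777) CPM in cluster 4, 22.9 CPM in cluster 3 (33.0-fold (30.8 to 35.3) higher in cluster 4), 3.28 CPM in VE cysts, 15.0 CPM in embryonic BELA cells and 25.6 CPM in Epi cysts. A UMI was found in 100%, 24.2% and 40.0% of the cells of cluster 4, cluster 3 and the embryonic clusters of BELAs after thinning (unthinned 100%, 38.4% and 56.1%).
Lefty1, a Nodal antagonist, stood at 37.5 (32.6 to 42.9) CPM in cluster 4 and 4.56 CPM in cluster 3 (8.22-fold (6.77 to 9.99) higher in cluster 4). In embryonic cells it stood at 56.4 (54.7 to 58.2) CPM in BELAs and 38.4 CPM in Epi cysts, and the 49 embryonic cells of VE cysts held the highest level of all groups. Thinned shares were 39.0% (26.5 to 52.6%) in cluster 4, 7.69% in cluster 3, 47.2% (43.7 to 50.7%) in embryonic BELA cells and 25.8% in Epi cysts (unthinned 46.0%, 16.5%, 57.2% and 28.1%). The secreted Wnt inhibitors Dkk1 and Sfrp5 were at 146 and 96.8 CPM in cluster 4 (3.44-fold and 8.02-fold higher than in cluster 3), and Dkk1 was at 26.6 CPM in VE cysts, 5.47-fold (4.98 to 6.02) lower than in cluster 4. Sfrp5 was only 1.14-fold (1.04 to 1.25) higher in cluster 4 than in VE cysts, where its level was well above that of cluster 3 of BELAs. From transcription factors such as Lhx1, Otx2 and Eomes and the markers Cer1, Lefty1 and Sfrp1, the paper proposes an AVE identity for the cells of cluster 4.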

To corroborate this finding, we integrated the transcriptomes of BELA cells from clusters 3 and 4 with an embryo data set that focused especially on the AVE differentiation from E5.5 to 6.25^15^. Consistent with the integration with the whole-embryo dataset above, the majority of cells from both cluster 3 and 4 mapped together with E6.25 embryo cells (79% and 76%, respectively, Fig. 3e–g). While 95% of cells from cluster 4 were labeled as AVE after integration, cells from cluster 3 were labeled both as AVE (39%) and Epi-VE (59%, Fig. 3g). This supports the notion of AVE differentiation in BELAs, and suggests that AVE gene expression signatures extend to cells beyond those identified in cluster 4. In contrast to integration with the whole-embryo dataset, where a large proportion of BELA-VE cells were mapped to the exVE lineage, virtually no cells obtained the corresponding ExE-VE label upon integration with the AVE-focused dataset. These discrepancies could be due to different representations of the lineages, which may bias the outcome of the dataset integration, as well as diverging strategies for annotation in the two reference datasets: While Thowfeequ et al. separated ExE-VE from Epi-VE using an information theoretic criterion followed by annotation based on marker expression, Nowotschin et al. classified emVE and exVE cells according to their differentiation probabilities towards gut tube and yolk sac, respectively.

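After thinning to 40000 UMIs, at least 3 of the 7 AVE genes named in the introduction had a UMI in 66 of 442 cluster 3 cells of BELAs (14.9%, 11.7 to 18.6%), 56 of 59 cells of cluster 4 (94.9%) and 9 of 472 extraembryonic cells of VE cysts (1.91%, 0.876 to 3.59%). Over all extraembryonic BELA cells the share was 24.4% (20.7 to 28.4%, 122 of 501 cells). Embryonic cells, which express Otx2 and Lefty1 of their own, reached 6.88% in BELAs and 8.49% in Epi cysts. Otx2 and Lefty1 stood in cluster 3 of BELAs at 7.27% and 8.09% of their embryonic level, within the quartiles of the genes specific to embryonic cells. VE cysts, with few embryonic cells, do not measure this level. Some genes specific to embryonic cells, such as Pclaf and Uchl1, stood higher in extraembryonic cells of VE cysts than in cluster 3 of BELAs. The quartiles can thus hold expression of extraembryonic cells themselves. They do not decide whether Otx2 and Lefty1 RNA in cluster 3 came from embryonic cells. Unthinned, the shares were 36.7% in cluster 3 of BELAs, 98.4% in cluster 4, 4.69% in VE cysts, 17.4% in embryonic BELA cells and 11.0% in Epi cysts. The count of genes is a range and not a cell type, and many cells lie near the bound. Exactly 3 genes were found in 49 of the 442 cluster 3 cells, and 133 of all 501 extraembryonic BELA cells had exactly 2. With Otx2 and Lefty1 left out, a choice made after the data were seen, at least 2 of the remaining 5 genes were found in 39.8% (35.2 to 44.6%) of cluster 3 cells of BELAs, 11.4% (8.71 to 14.7%) of VE cysts and 1.11% of embryonic BELA cells. Thinned Lhx1 shares were 94.9% in cluster 4, 35.3% in cluster 3 of BELAs, 1.48% in VE cysts and 2.33% in embryonic BELA cells (unthinned 98.4%, 48.5%, 3.47% and 4.31%). As a list, the AVE genes had a median log2 ratio of 0.58 (0.49 to 0.67) between cluster 3 of BELAs and VE cysts, with 2 of 7 (Lhx1 and Otx2) at least 2-fold higher with 5 CPM added.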

**Fig. 3:**
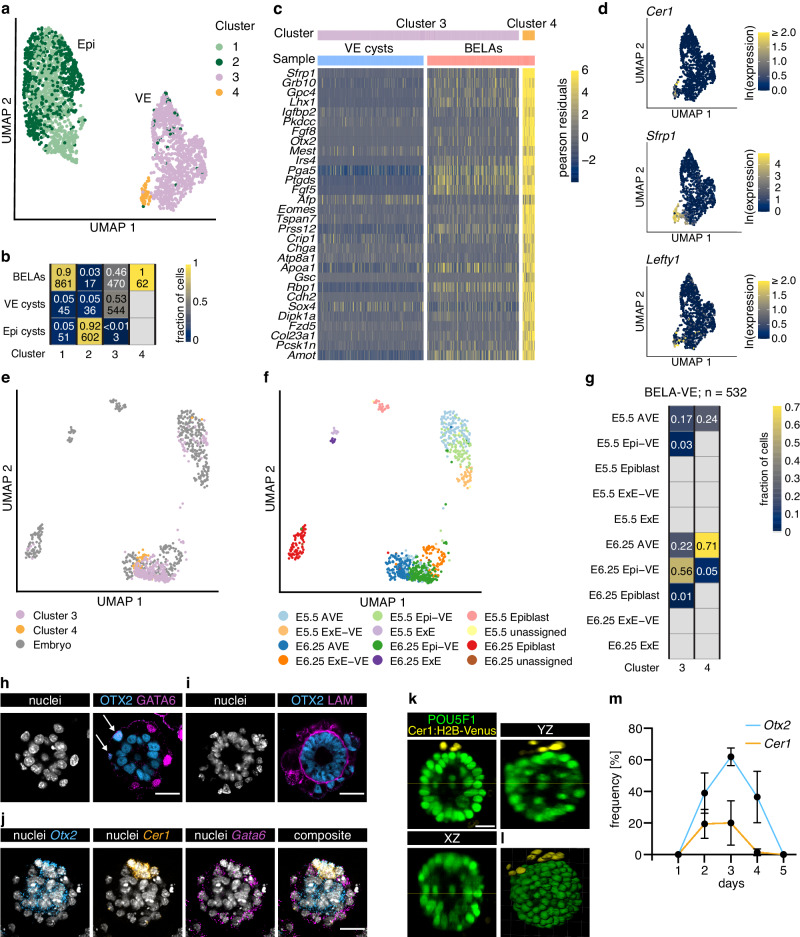
AVE differentiation in BELAs. **a** UMAP representation of single-cell transcriptomes (same as in Fig. 2b), colored according to Louvain clustering. **b** Heatmap showing the fraction and total number of cells from each sample in the four clusters from **a**. The small number of cells from VE cysts in clusters 1 and 2 likely originate from cells that were refractory to PrE differentiation (see above, and Raina et al.^9^), **c** Heatmap showing the 30 most upregulated genes between the cells of cluster 3 and cluster 4 in (**a**), ordered by log2-fold change. Single-cell expression is shown as the Pearson residual of the normalized counts. **d** Zoom-in in UMAP from (**a**) showing expression of *Cer1*, *Sfrp1*, and *Lefty1* in VE cells. **e** UMAP of single-cell transcriptomes from BELA-VE cells (Cluster 3 and Cluster 4 in **a**, **b**), integrated with scRNAseq data from mouse embryos at E5.5 and E6.25 from^15^. **f** Same UMAP as in **e**, colored according to cell type annotation from^15^ after integration and label transfer. **g** Heatmap showing the fraction of BELA-VE cells assigned to particular cell types and developmental time points from the embryo. **h** Immunostaining for the AVE marker OTX2 (blue) and the VE marker GATA6 (magenta). Arrows highlight co-expression. **i** Immunostaining for the AVE marker OTX2 (blue) and the basement membrane marker LAM (magenta). **h**, **i** one representative out of a total of at least 13 structures from *n* = 2 independent experiments shown. **j** In situ HCR staining for the AVE markers *Otx2* (blue) and *Cer1* (orange), and the VE marker *Gata6* (magenta). One representative out of a total of at least 60 structures from *n* = 3 independent experiments shown. **k**, **l** Orthogonal views (**k**) and 3D volume rendering (**l**) of a BELA stained for the Epi marker POU5F1 (green) and the AVE reporter Cer1:H2B-Venus (yellow) imaged with light sheet microscopy. One representative out of a total of 28 structures from *n* = 3 independent experiments shown. **m** Mean frequency of AVE marker gene expression in BELAs on different days after re-seeding. *Otx2* expression was scored as AVE marker only if it could clearly be assigned to the outer layer of BELAs. *n* = 2 independent experiments, for number of BELAs analyzed at each timepoint see Source Data file. Error bars indicate SD. Scale bars: 25 µm.

We next stained for the marker genes Gata6, Otx2, and Cer1 to validate the presence of AVE cells, and to determine how they are distributed amongst individual BELAs. In the embryo, Cer1 specifically marks the AVE, Otx2 is expressed in a broader domain encompassing the AVE and parts of the emVE^1^, while Gata6 marks the entire VE, prompting us to use Otx2 and Cer1 expression as broad and specific AVE markers, respectively. In 28 out of 33 BELAs, we found cells that co-expressed OTX2 and GATA6 protein (Fig. 3h). Furthermore, such OTX2-positive cells were located outside the laminin-ring, as would be expected for an AVE identity (Fig. 3i). Similar results were obtained by in situ HCR staining for *Otx2* and *Cer1* mRNA (Fig. 3j, 27 out of 36 BELAs with cells co-expressing *Otx2* and *Gata6* mRNA; 10 out of 36 BELAs with cells co-expressing *Cer1* and *Gata6* mRNA). Light-sheet imaging of a Cer1:H2B-Venus transcriptional reporter^16^ (Supplementary Fig. 4) integrated into our inducible lines indicated that AVE cells in BELAs tended to be spatially clustered (Fig. 3k, l, Supplementary Movie 4). AVE differentiation was specific to BELAs, as ExE embryoids made with X10 or IM8A1-GFP XEN cells did not have OTX2-expressing cells in their outer layer (Supplementary Fig. 5).

To test the functionality of the putative AVE, we adopted a protocol to trigger mesoderm differentiation in ESC aggregates^17^, consisting of a 24 hour treatment with 3 µM Chir99021 (Chi) on day 2, followed by analysis 24 hours after the end of the Chi pulse (Supplementary Fig. 6a). Under these conditions, the fraction of BELAs containing cells expressing the mesoderm marker T/Bra was lower than that in EXE embryoids and Epi cysts (Supplementary Fig. 6b, c). While we cannot exclude the possibility that initial conditions impinge on mesoderm differentiation propensity – Epi cells in BELAs transited through an ICM-like state upon dox-treatment, while those in EXE embryoids and Epi cysts did not (Supplementary Fig. 6a) – this observation is consistent with the in vivo activity of the AVE to inhibit mesoderm differentiation. We did not detect a preferential relative orientation of the Cer1:H2B-Venus and T/Bra expression domains in BELAs after the Chi pulse (Supplementary Fig. 6d, e). This suggests that the positioning of the AVE and the site of mesoderm differentiation on opposite sides of the egg cylinder requires inputs that are not present in BELAs, such as localized mesoderm differentiation cues, or a boundary between epiblast and ExE cells.

In the embryo, AVE markers such as Otx2 and Cer1 cells are only transiently expressed between E5.5 and E7.5^14^. BELAs expressing these markers in the VE could first be detected 2 days after re-seeding, their number peaked at day 3, and declined thereafter (Fig. 3m), thus recapitulating the transient nature of the AVE in the embryo. Taken together, these results show that interactions between the Epi and the VE trigger AVE differentiation in small groups of spatially clustered cells in a large number of BELAs.

### Activin/Nodal signaling is necessary and sufficient for AVE differentiation

Next, we used LIANA^18^, a ligand-receptor analysis framework, to identify potential Epi-derived signals that could trigger AVE differentiation in BELAs. 

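Several ligand genes of the embryonic cells of BELAs met receptor genes of the extraembryonic cells. The first pairs of the paper's table were led by Calca, a peptide hormone gene, at 28.6 CPM in embryonic and 0.758 CPM in extraembryonic cells, with the receptor gene Pth1r at 6.44 and 258 CPM. Col18a1, which encodes a basement membrane collagen, was at 111 and 7.79 CPM and the integrin gene Itga5 at 4.71 and 60.8 CPM. The chemokine gene Cxcl12 was at 27.6 and 0.720 CPM and Dpp4, a protease that cleaves it, at 2.92 and 179 CPM. For FGF signaling, the pair of Fgf5 and the receptor gene Fgfr3, at 0.596 and 18.4 CPM, was 14th in the paper's order. For ephrins, Efnb2 stood at 15.3 and 9.38 CPM and its receptor gene Ephb3 at 5.97 and 24.5 CPM (20th). The paper's table gives several scores per pair. Recomputed here for the 842 listed pairs from mean log-normalized levels, the edge specificity could be scored for 811 pairs and had a Spearman correlation of 0.85 with the paper's values, and the LRscore for 822 pairs a correlation of 0.96. These correlations are across pairs, which share ligands and receptors and are not independent replicates.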

Amongst the top scoring interactions between Epi and VE cells, we found ligand-receptor pairs associated with signaling from the extracellular matrix, FGF, and Eph-Ephrin signaling (Fig. 4a, Supplementary Data 2). 

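The receptor genes of Nodal were expressed at low levels in the extraembryonic cells of BELAs. Acvr1b, a type I receptor, stood at 8.61 CPM there, 10.6 CPM in cluster 4 and 6.19 CPM in embryonic cells. Acvr2a, a type II receptor, stood at 6.39, 7.08 and 4.51 CPM, and Acvr2b at 14.7, 23.0 and 54.0 CPM. The co-receptor gene Tdgf1 was a product of the embryonic cells, at 101 (99.0 to 104) CPM against 2.63 (2.21 to 3.11) CPM in extraembryonic cells, whose own member of this family, Cfc1, stood at 12.0 CPM. Pairs of Tdgf1 with Acvr2a and Acvr1b were 18th and 19th in the paper's order. Nodal itself as ligand of the Acvr1b and Acvr2a complex was 58th, and Gdf3, a related ligand, 66th, at 33.4 CPM in embryonic and 1.00 CPM in extraembryonic cells. Of the 842 listed pairs 10 have Nodal as the ligand and 5 Tdgf1.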

Consistent with the critical role of Nodal signaling for AVE differentiation in the embryo^4^, this analysis furthermore returned the Nodal receptors Acvr1b and Acvr2a and Nodal co-factor ligand Tdgf1. To test the function of Nodal signaling in BELAs, we used the receptor inhibitor SB431542 (SB43), and analyzed AVE differentiation in BELAs generated from *Nodal*-mutant cells. Both perturbations abrogated AVE differentiation, as judged by Otx2 and Cer1 expression (Fig. 4b–d). Epiblast-derived Nodal signals were required for AVE differentiation not only in BELAs but also in the embryo, since tetraploid complementation with Nodal mutant cells likewise resulted in the absence of a CER1-positive AVE (Supplementary Fig. 7).

**Fig. 4:**
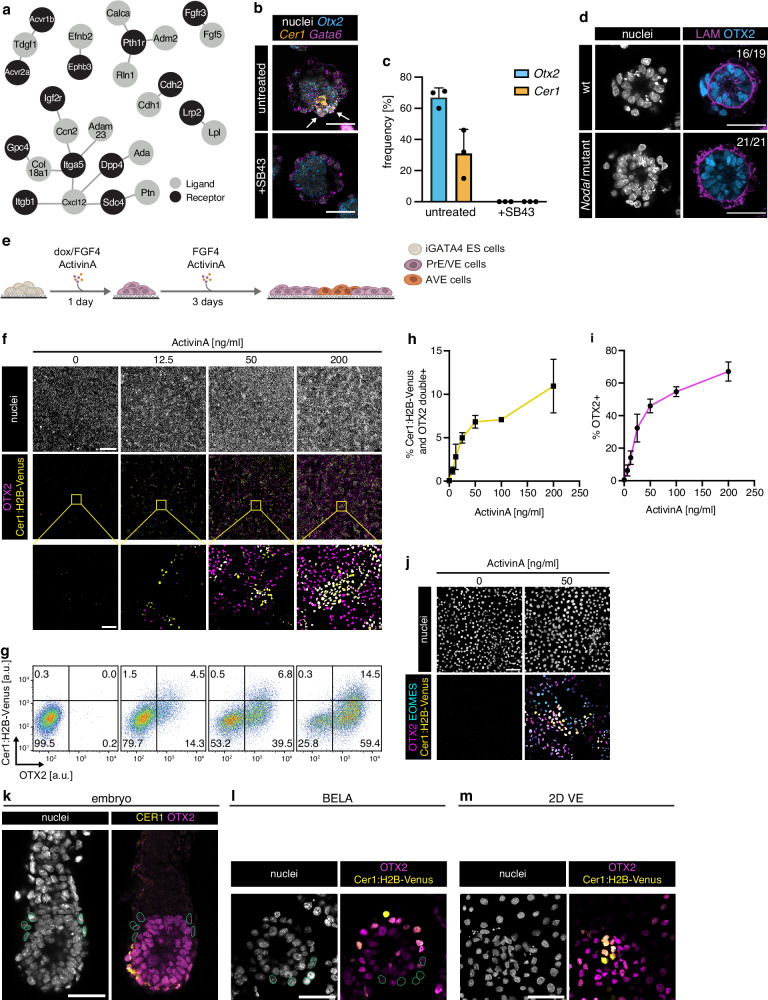
Activin/Nodal signaling is necessary and sufficient for AVE differentiation. **a** Output of ligand-receptor analysis with LIANA^18^, showing the top 20 interactions between Epi-derived ligands and VE-derived receptors. **b** In situ HCR staining of untreated (top) and SB43-treated (bottom) BELAs for AVE markers *Otx2* (blue) and *Cer1* (orange) and the PrE/VE marker *Gata6* (magenta). **c** Mean frequency of AVE marker gene expression in untreated and SB43-treated BELAs 3 days after re-seeding. Data in **b**, **c** from *n* = 3 independent experiments, one representative structure shown in **b**. Error bars in (**c**) indicate SD. **d** Immunostaining for LAM (magenta) and OTX2 (blue) in BELAs made from *Nodal* wild-type (top) and *Nodal*-mutant cells (bottom). At least 19 structures each from *n* = 3 independent *Nodal*-mutant clones were imaged, one representative structure shown. **e** Schematic of experimental protocol to generate 2D layers of VE cells for AVE differentiation. **f** Immunostaining for OTX2 (magenta) and H2B-Venus (yellow) of Cer1:H2B-Venus reporter cells treated with indicated concentrations of ActivinA for 3 days after an extended doxycycline pulse. One out of *n* = 3 independent experiments shown. **g** Flow cytometry of cells differentiated and stained as in **f**. **h** Mean percentage of Cer1:H2B-Venus; OTX2 double-positive cells differentiated with increasing doses of ActivinA. *n* = 3 independent experiments, error bars indicate SD. **i** Same as **h** but showing percentage of OTX2-positive cells. **j** Immunostaining for OTX2 (magenta), EOMES (cyan), and H2B-Venus (yellow) of Cer1:H2B-Venus reporter cells treated as in **f**. One out of *n* = 2 independent experiments shown. **k**–**m** Immunostaining of a E5.5 mouse embryo (**k**, *n* = 3 embryos), a BELA (**l**, *n* = 21 BELAs), and cells in a 2D VE layer (**m**, *n* = 4 independent experiments) for OTX2 (magenta) and CER1 protein (**k**), or the Cer1:H2B-Venus reporter (**l**, **m**) (yellow). Green circles in **k**, **l** indicate OTX2-negative nuclei of cells in contact with the epiblast compartment. Scale bars: 50 µm in **b**, **d**, ((**f**) inset), (**j**), (**k**–**m**); 500 µm in **f**. Source data for **c**, **h**, **i** are provided in the Source Data file.

We then asked whether Epi-derived Nodal signals were sufficient to trigger AVE differentiation in vitro. We again used an extended doxycycline pulse together with exogenous FGF4 to generate pure cultures of PrE cells, and seeded these on a high-adhesion substrate to analyze differentiation in a homogeneous 2D VE-layer (Fig. 4e). Addition of the Nodal agonist ActivinA triggered the expression of both the Cer1:H2B-Venus reporter, as well as OTX2 expression, in a dose-dependent manner (Fig. 4f–i, Supplementary Fig. 8). Cultures were homogeneously GATA6-positive, both in the presence and absence of ActivinA (Supplementary Fig. 9). At 200 ng/ml ActivinA, approximately two thirds of all cells expressed OTX2, indicating that the majority of VE cells have AVE differentiation potential. ActivinA also triggered expression of EOMES, another critical factor for AVE differentiation^2^ (Fig. 4j). At intermediate ActivinA concentrations we found that cells expressing AVE markers often occurred in spatial clusters, with a central Cer1:H2B-Venus/OTX2/EOMES triple-positive core, surrounded by cells that were OTX2 and EOMES single- or double-positive (Fig. 4f, j). This nested arrangement recapitulated the spatial arrangement of the Otx2 and Cer1 expression domains in the VE in the embryo and in BELAs (Fig. 4k–m). Taken together, these experiments show that Activin/Nodal signals are necessary and sufficient for the differentiation of AVE cells. The nested patterns of AVE marker expression in BELAs and the 2D VE layers furthermore point to the existence of tissue-intrinsic patterning mechanisms.

### β-catenin signaling restricts AVE differentiation to local cell clusters

We then wondered why AVE differentiation occurred in spatial clusters despite global stimulation with ActivinA in homogeneous 2D layers of VE cells. This could reflect clonal expansion of single cells that were privileged for AVE differentiation, or alternatively, be the consequence of local signaling domains that allow for AVE differentiation. To distinguish between these possibilities, we added three different fluorescent labels to the inducible cell lines and analyzed the clonal composition of Cer1:H2B-positive nests in mixed cultures (Fig. 5a, b). We found a similar number of nests that carried the same clonal label (13/30) and nests composed of cells with different labels (17/30, Fig. 5b). This suggests that the clonal expansion of single cells contributes to nest formation, but that in addition, local signaling environments generated by cell-cell communication promote AVE differentiation. In the embryo, BMP4 signals are thought to restrict differentiation^6^. We would, therefore, expect that activation of BMP signaling should block AVE differentiation in the 2D system, whereas BMP signaling inhibition should expand it. In contrast to this expectation, addition of BMP4 only mildly reduced the proportion of Cer1:H2B-Venus-positive cells and had no effect on OTX2 expression (Supplementary Fig. 10). Addition of the BMP receptor inhibitor LDN193189 did not increase the expression of either of the two markers (Supplementary Fig. 10). Therefore, BMP signaling does not play a strong role in restricting AVE differentiation in vitro. Since we noticed that Nodal was specifically expressed in AVE cells in the embryo^14,15^ and in BELAs (Supplementary Fig. 11a), we tested whether Nodal autoregulation promoted AVE differentiation in nests. 

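Nodal (ENSMUSG00000037171, chromosome 10, 61417972 to 61425338 on mm10) was highest in cluster 4 of BELAs, at 70.8 (64.0 to 78.1) CPM, and 4.51-fold (3.98 to 5.10) higher than in cluster 3 of BELAs. It was also expressed by the embryonic cells, at 34.3 (33.0 to 35.7) CPM in BELAs, 30.1 (28.5 to 31.9) CPM in Epi cysts and, in the 49 embryonic cells of VE cysts, within the interval of cluster 4. The extraembryonic cells of VE cysts stood lowest. After thinning to 40000 UMIs, a Nodal UMI was found in 91.5% (81.3 to 97.2%) of cluster 4 cells, 31.0% (26.7 to 35.5%) of cluster 3 cells, 60.2% (56.7 to 63.6%) of embryonic BELA cells, 44.0% of Epi cyst cells and 4.24% of extraembryonic VE cyst cells, with unthinned shares of 93.7%, 44.2%, 72.3%, 47.9% and 6.60%. The extraembryonic cells of VE cysts, at a median of 56866.5 UMIs per cell against 79718 in cluster 4, come from another library and do not measure RNA of the embryonic BELA cells. At the median percent of genes specific to embryonic cells, Nodal would stand at 1.99 CPM in cluster 3 of BELAs, where it stood at 15.7 CPM. Other genes of the pathway followed in part. Over 12 Nodal pathway genes the median log2 ratio of cluster 4 over cluster 3 was 0.43 (0.26 to 0.56), with Nodal, Lefty1 and the co-receptor gene Cfc1 (58.9 against 6.41 CPM) at least 2-fold higher and none lower. The direction of the median was not kept against the extraembryonic cells of VE cysts, where it was -0.06 (-0.09 to 0.10), with 3 genes at least 2-fold higher and 1 lower (Pcsk6, at 0.708 against 14.6 CPM).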

When we measured expression of AVE markers in *Nodal*-mutant cells, we found that the proportion of Cer1:H2B-Venus-positive cells was reduced by half compared to wild-type controls, but the proportion of OTX2-positive cells was unchanged (Supplementary Fig. 11b–f), and cells expressing the two markers were still spatially clustered (Supplementary Fig. 11d). Therefore, endogenous Nodal signaling plays a minor role in regulating AVE differentiation in vitro.

**Fig. 5:**
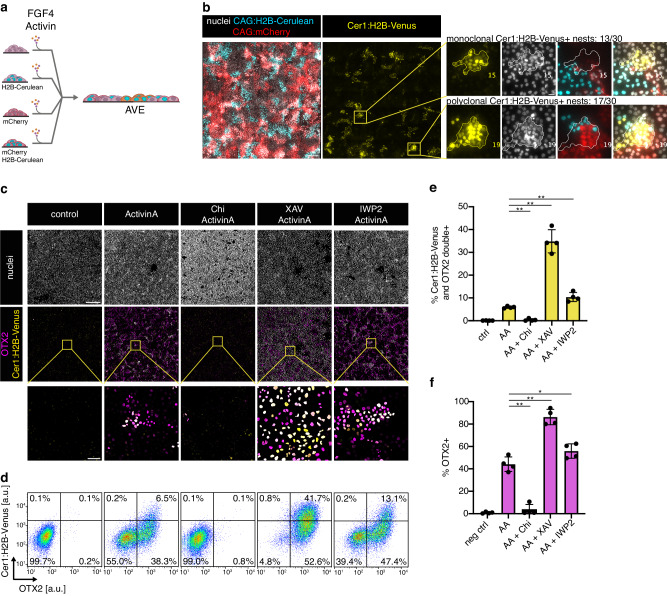
Tissue-intrinsic β-catenin signals regulate AVE differentiation. **a** Experimental approach to determine clonal composition of AVE nests. **b** Expression of clonal labels (red, cyan) and Cer1:H2B-Venus reporter (yellow) in cultures differentiated as in **a**. Insets on the right show examples of Cer1:H2B-Venus-expressing nests with a single clonal label (top, 13/30 nests), or with multiple labels (bottom, 17/30 nests). One out of *n* = 2 independent experiments shown. **c** Immunostaining for OTX2 (magenta) and H2B-Venus (yellow) of Cer1:H2B-Venus reporter cells differentiated for 3 days after an extended doxycycline pulse with 50 ng/ml ActivinA (AA), together with 3 µM Chir99021 (Chi), 20 µM XAV939 (XAV), or 2 µM IWP2 as indicated. One out of *n* = 3 independent experiments shown. **d** Flow cytometry of cells differentiated and stained as in **c**. **e** Mean percentage of Cer1:H2B-Venus; OTX2 double-positive cells differentiated as in **c**. *n* = 4 independent experiments, error bars indicate SD. **p < 0.001 for AA vs. AA + Chi and AA vs. AA + XAV, and *p* = 0.0045 for AA vs. AA + IWP2 (two-tailed, unpaired *t*-test). **f** Same as **e** but showing percentage of OTX2-positive cells. **p < 0.001 for AA vs. AA + Chi and *p* = 0.0001 for AA vs. AA + XAV, *p = 0.0434 for AA vs. AA + IWP2 (two-tailed, unpaired *t*-test). Scale bars: 200 µm ((**b**) overview); 20 µm ((**b**) inset); 500 µm ((**c**) overview); 50 µm ((**c**) inset). Source data for **e**, **f** are provided in the Source Data file.

Finally, we asked which additional signaling system could be responsible for regulating AVE differentiation within the VE. The strong and specific expression of a TCF/LEF transcriptional reporter in the VE indicated β-catenin transcriptional activity in this tissue at peri-implantation stages^19^ (Supplementary Fig. 12a). We therefore tested the effects of the GSK3 inhibitor Chi, or the tankyrase inhibitor XAV993 (XAV), which will promote or inhibit β-catenin transcriptional activity, respectively. Chi treatment of embryos for 24 h from E5.25 onwards lead to an increase of TCF/LEF reporter activity (Supplementary Fig. 12a, b), suggesting that β-catenin activity can be further boosted in the VE at these developmental stages. Even though OTX2-levels appeared to be inversely correlated with TCF/LEF reporter expression (Supplementary Fig. 12b), we could not detect statistically significant differences in OTX2 expression between treated and control embryos. In this experiment, treatments were started immediately after egg cylinder formation, the earliest time point compatible with subsequent normal anterior-posterior axis patterning in control embryos. However, at this stage AVE differentiation has already begun, which may limit the effects of the inhibitors. We, therefore, turned to the 2D system, where inhibitors can be applied throughout the whole course of differentiation. Here, addition of Chi completely abrogated OTX2 and Cer1:H2B-Venus expression (Fig. 5c–f), but not GATA6 expression (Supplementary Fig. 9). XAV treatment, in contrast, triggered OTX2 expression in almost all cells and strongly boosted Cer1:H2B-Venus expression, while maintaining GATA6 expression (Fig, 5c, d, f, Supplementary Fig. 9). Inhibition of Wnt secretion with the porcupine inhibitor IWP2 also increased the expression of both Cer1:H2B-Venus and OTX2, but to a smaller extent than XAV (Fig. 5c–f), suggesting that β-catenin transcriptional activity in the VE might partially be regulated by Wnt-independent mechanisms. Taken together, the exogenous activation of Activin/Nodal signaling, combined with the inhibition of endogenous β-catenin transcriptional activity, allows the efficient differentiation of AVE cells following forced GATA expression in naïve pluripotent cells. The strong effects of β-catenin signaling manipulation on AVE differentiation furthermore suggest that the local inhibition of β-catenin transcriptional activity contributes to the formation of AVE nests.

## Discussion

Here, we report the differentiation of cohorts of AVE cells in bilayered embryo-like aggregates generated from mouse ESCs. We identify the underlying signaling events between embryonic and extraembryonic cells, and use this knowledge to develop a 2D AVE differentiation protocol. With this protocol, we demonstrate that an antagonism between tissue-intrinsic β-catenin transcriptional activity and Nodal signals coming from both the Epi and the AVE itself control AVE differentiation.

To investigate mechanisms of lineage crosstalk between the Epi and the VE, we used an experimental system where both lineages are established in reproducible proportions from a single starting population through cell-cell communication via FGF4^9^. This approach contrasts with previous studies, where bilayered aggregates have been formed by mixing ESCs with established XEN cell lines^11^, by mixing wild-type ESCs with GATA-inducible ESCs^20^, or by chemical conversion of ESCs towards the VE lineage^21^. Consistent with our results, these previous studies found that the Epi core induces an embryonic identity in the overlying VE^21^. They also reported expression of the AVE marker Lefty1 in the VE^11,20^, but whether these Lefty1-expressing cells had acquired an AVE identity remained unclear. Our scRNAseq analysis demonstrates that a subset of VE cells in BELAs differentiate into AVE, in contrast to XEN cells in EXE embryoids which seem to lack a comparable AVE differentiation potential. We speculate that AVE differentiation in BELAs benefits from the specification of the Epi and the VE from a single starting cell population, which closely recapitulates the situation in the embryo.

Using methods to fully direct ESC differentiation towards either Epi or VE, we were able to compare the behavior of pure populations of these lineages with that of mixed populations that form BELAs. In contrast to Epi cells that require exogenous extracellular matrix cues to form cysts^22^, we find that pure cultures of VE cells spontaneously form cystic structures that resemble the outer layer of BELAs^23^. This finding suggests that the VE templates the formation of an organized Epi epithelium through the presentation of an extracellular matrix scaffold. Subsequent AVE differentiation in turn is dependent on the presence of the Epi core in BELAs. In line with previous studies from the embryo, we demonstrate that Epi-derived Activin/Nodal signals underlie this inductive event^4,24^, thereby representing another swing of a pendulum of interactions between epiblast and VE^21^.

Surprisingly, we find that AVE differentiation occurs in clusters of cells, both in BELAs and in the 2D differentiation protocol where ActivinA is applied globally. Current theories for AVE differentiation in the embryo posit that ExE-derived BMP signals restrict the differentiation of AVE precursors to VE cells at the distal tip of the egg cylinder^3,5,6^. However, the variable phenotypes upon loss of Bmp4 in embryos suggests that this signal is not solely responsible for the restriction of AVE differentiation, something that is further supported by the modest effects of BMP signaling activation and inhibition in our study. Our observation of restricted AVE differentiation in the absence of an ExE points to the existence of additional, tissue-intrinsic mechanisms that contribute to specifying AVE cells within the bulk of the VE. In the embryo, the cooperation of graded BMP signals with such tissue-intrinsic mechanisms may help to correctly position the AVE, and thereby confer robustness to axis patterning. In the future, it will be interesting to use simplified stem cell-based models such as BELAs to investigate how graded chemical and mechanical signals are integrated with tissue-intrinsic mechanisms for AVE differentiation.

The strong changes in AVE differentiation upon activating or blocking β-catenin transcriptional activity with small molecules identify β-catenin signaling as an important regulator of AVE differentiation. This idea is further supported by the expression of a TCF/LEF:H2B-GFP reporter throughout the VE^19,25^, the specific expression of soluble Wnt inhibitors such as Sfrp1 and Sfrp5 in the AVE, as well as impaired AVE precursor differentiation in *Apc*^*Min/Min*^ embryos, where β-catenin is hyperactive^26^. We note that downregulation of Wnt/β-catenin signaling is also required for definitive endoderm differentiation^27^, a lineage that bears transcriptional similarity to the AVE, thus pointing to a general role of Wnt/β-catenin dynamics in regulating endoderm differentiation.

In the VE, tissue-intrinsic Wnt/β-catenin signals may contribute to the patterned differentiation of AVE cells in local clusters. Similar Wnt-based patterning mechanisms underlie hair follicle differentiation in the mouse skin, and axis formation during planarian regeneration^28,29^. It is an attractive possibility that Wnt/β-catenin based patterning could underlie AVE differentiation and hence axis formation in disc-shaped non-rodent embryos that likely lack an external BMP gradient. Embryo models similar to BELAs but made from human ESCs^30^ offer promising experimental tools to test this possibility, and to ultimately identify the components and the topology of the cell-cell communication network for AVE differentiation and patterning.

## Methods

### Cell lines

All embryonic stem cell lines used in this study were on an E14tg2a background^31^. The inducible Tet::GATA4-mCherry (iGATA) lines have previously been described^9^. We used two different clones in this study, C5 and C6, that differ in their induction rate. ESCs were maintained on fibronectin-coated dishes in an N2B27-based medium supplemented with 1 µM PD0325901 (SeleckChem), 10 ng/ml LIF (protein expression facility, MPI Dortmund), and 3 µM CHIR99021 (Tocris), referred to as 2i + LIF^32^. N2B27 was prepared as a 1:1 mixture of DMEM/F12 and Neuropan Basal Medium (both from PAN Biotech), supplemented with 1X N2 and 1X B27 supplements, 1X L-Glutamax, 0.0025% BSA, and 0.2 mM ß-mercaptoethanol (all from ThermoFisher). All iGATA4 cell lines were kept under constant selection with 200 µg/ml G418 (Sigma) to prevent silencing of the inducible transgene. The XEN cell lines IM8A1-GFP^33^ and X10^34^ have previously been described and were kindly shared by Kat Hadjantonakis. XEN cells were maintained in a GMEM-based medium, supplemented with 10% fetal bovine serum (FBS), 2 mM GlutaMAX, 1 mM sodium pyruvate, 0.1 mM β-mercaptoethanol and 10 ng/mL LIF. All cell lines were cultured at 37 °C with 5% CO_2_, and regularly tested for mycoplasma contamination.

### Mouse strains

Animal experiments and husbandry were performed according to the German Animal Welfare guidelines and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (State Agency for Nature, Environment and Consumer Protection of North Rhine-Westphalia). The mice used in this study were at age from 6 weeks to 5 months. The animals were maintained under a 14-hour light/10-hour dark cycle with free access to food and water. Male mice were kept individually, whereas the female mice were housed in groups of up to four per cage.

Mice used for tetraploid complementation were of the B6C3F1 or CD1 strains and were raised in-house. Mice carrying the TCF/Lef:H2B-GFP reporter allele have previously been described^19^. To obtain TCF/Lef:H2B-GFP embryos, heterozygous TCF/Lef:H2B-GFP stud males were crossed with CD1 females.

### Generation of mutant and transgenic ESC lines

To generate a Cer1 reporter in the iGATA cell line, the Cer1 promoter region 4 kb upstream of the start codon was amplified from genomic DNA. A puromycin resistance cassette and a H2B-Venus sequence were amplified from Sprouty4 targeting vectors described in Morgani et al.^35^, and Raina et al.^9^. All three fragments were cloned via Gibson assembly using a HiFi DNA assembly kit (NEB) into a vector backbone containing PiggyBac transposition sites^36^. The Cer1:H2B-Venus reporter construct was co-transfected with CAG-pBASE^36^ using Lipofectamine 2000 (ThermoFisher) according to manufacturer’s instructions. Cells were selected with 1.5 µg/ml puromycin (Sigma) starting 24 h after transfection. Colonies were picked one week after transfection, expanded, and evaluated for co-localization of Cer1 reporter activity and *Cer1* mRNA.

CRISPR/Cas9 was used to mutate the *Nodal* locus in iGATA ESCs (clone C6) and one subclone carrying the Cer1:H2B-Venus reporter construct. sgRNAs 5’-CCCCATGGACATACCCACTG-3’ and 5’-CCAGTCGAGCAGAAAAGTGT-3’ defining a 244 bp region in *Nodal* exon 2 were cloned into pX458 (Addgene plasmid #48138) or pX459 (Addgene plasmid #48139) using BbsI (NEB) according to Ran et al.^37^. Cells were transfected using Lipofectamine 2000 (Thermo Fisher Scientific) according to manufacturer’s instructions. To enrich for transfectants, cells were either selected with 1.5 µg/ml puromycin for 2 days, or flow sorted for GFP-expression before seeding at clonal density. We established several clonal lines, and used primers 5’-GTGGACGTGACCGGACAGAACTG-3’ and 5’-GGCATGGTTGGTAGGATGAAACTCC-3’ to PCR-amplify a sequence around the CRISPR mutation site. Clones that gave a shortened amplicon compared to the wild type were chosen for further analysis, and the exact sequence of the mutated alleles was determined by Sanger sequencing.

To generate constitutively labeled cell lines, we modified a piggybac vector for the constitutive expression of H2B-Cerulean^38^ by either replacing its puromycin resistance cassette with a blasticidin resistance cassette from pCX-H2B-Cerulean-IRES-bsd^39^ using restriction enzymes PmiI and PstI, or by replacing the H2B-Cerulean sequence with an mCherry coding sequence using restriction enzymes SpeI and NotI. Vectors were co-transfected with CAG-pBASE^36^ using Lipofectamine 2000 according to the manufacturer’s instructions, and transfected cells were selected with 15 µg/ml blasticidin 48 h after transfection. Four days after transfection, cells were flow sorted for the expression of fluorescent proteins, and seeded a clonal density. Several clones were expanded, and two to three suitable clones with homogeneous, moderate H2B-Cerulean and/or mCherry fluorescence were selected by epifluorescence microscopy for further experiments.

### Differentiation of pure cultures of PrE cells and subsequent AVE differentiation

Pure cultures of PrE cells from iGATA clone C6 were obtained by inducing with 0.5 µg/ml doxycycline in 2i + LIF for 8 h, followed by another 16 h of doxycycline treatment in N2B27 supplemented with 10 ng/ml FGF4 and 1 µg/ml heparin. To obtain these cultures from iGATA clone C5, a 4 h pulse with 0.5 µg/ml doxycycline in 2i + LIF followed by further culture in N2B27 supplemented with FGF4 and heparin was sufficient. Clone C5 was used for the data shown in Fig. 1k–m and Supplementary Fig. 2c, in all other instances, clone C6 was used.

To differentiate AVE cells from these cultures, cells were additionally treated with 50 ng/ml ActivinA upon media change from 2i + LIF to N2B27. Approximately 24 h after the start of doxycycline treatment, cells were re-seeded at a total density of 25,000 to 30,000 cells/cm^2^ on fibronectin-coated dishes and cultured for 3 days in N2B27 supplemented with 10 ng/ml FGF4, 1 µg/ml heparin and 50 ng/ml ActivinA.

### Formation of EXE embryoids, BELAs, VE- and Epi-cysts

EXE embryoids were generated by seeding ESCs and XEN cells at a ratio of 30:70 and a final density of 30,000 cells/cm^2^ on dishes that had been coated with 0.1% gelatin in PBS for 30 min, followed by culture in N2B27 for 3 or 4 days.

BELAs were generated by inducing iGATA ESCs with 0.5 µg/ml doxycycline in 2i + LIF for 8 h, followed by a media change to N2B27 for 16 h. Cells were then seeded at a density of 30,000 cells/cm^2^ on dishes that had been coated with 0.1% gelatin in PBS for 30 min. Floating aggregates were collected for further analysis at indicated time points.

VE cysts were generated from pure cultures of PrE cells differentiated as described above, followed by re-seeding onto gelatin-coated dishes at a density of 30,000 cells/cm^2^ in N2B27 medium supplemented with 10 ng/ml FGF4 and 1 µg/ml heparin.

Cysts of Epi cells were made according to Bedzhov and Zernicka-Goetz, 2014^22^, with minor modifications. iGATA ESCs were detached, resuspended in growth factor-reduced matrigel (Corning) and plated as 25 µl drops on µ-slides (ibidi). The slides were incubated at 37 °C to allow the matrigel to solidify and then filled with prewarmed N2B27 or 2i + LIF medium.

### Generation of epiblast-specific Nodal knock-out embryos

Epiblast-specific *Nodal* knock-out embryos were generated via tetraploid complementation. Donor embryos used for tetraploid complementation were derived from the B6C3F1 strain and foster mothers for embryo transfer experiments were from the CD1 background. Briefly, tetraploid morulae were aggregated with *Nodal*-mutant ESCs^4,38^ or wild-type E14 ESCs. The aggregated embryos were cultured in KSOM (Millipore) for an additional 3 days, which were then transferred into the uterus of foster mothers. Post-implantation embryonic day (E) 5.5 tetraploid embryos were recovered by manually dissecting the uterus.

### Embryo culture

The E5.5 embryos were cultured in a 4-well plate (176740, Thermo Fisher) for 24 h, in IVC (50% IVC1 and 50% IVC2) medium, at 37 °C, 5% CO2 atmosphere in air. Before use, the IVC1 and IVC2 medium was equilibrated for 30 min at 37 °C, 5% CO_2_ atmosphere in air. In experiments involving inhibitors treatments, the IVC medium was supplemented with pharmacological compounds: 3 μM CHIR99021 (Cat# 4423, Tocris) or 20 μM XAV (Cell Guidance Systems, Cat# SM38-10).

The composition of the IVC1 medium was previously described^22,40^, consisting of DMEM F-12 (21331-046, Invitrogen), supplemented with 20% heat-inactivated FCS (10828028, Invitrogen), 0.5x Pen (25 U/ml) / Strep (25 μg/ml) (P4333, Sigma), 2 nM l-glutamine (G7513, Sigma), 1x ITS-X (51500-056, Invitrogen), 8 nM β-estradiol (E8875, Sigma), 200 ng/ml Progesterone (P0130, Sigma) and 25 μM *N*-acetyl-l-cysteine (A7250, Sigma). The IVC2 medium^22,40^ was slightly modified, consisting of DMEM (12800017, Thermo Fisher Scientific) supplemented with 1.0 g/l NaHCO3 (S5761, Sigma Aldrich) 5% heat-inactivated FCS (10828028, Invitrogen), 30% (vol/vol) KSR (10828028, Invitrogen), 0.5x Pen (25 U/ml)/Strep (25 μg/ml) (P4333, Sigma), 2 nM l-glutamine (G7513, Sigma), 1x ITS-X (51500-056, Invitrogen), 8 nM β-estradiol (E8875, Sigma), 200 ng/ml Progesterone (P0130, Sigma), 25 μM *N*-acetyl-l-cysteine (A7250, Sigma).

### Immunostaining

BELAs and VE cysts in suspension were fixed with 4% paraformaldehyde at room temperature for 1 h, washed 5 times with phosphate-buffered saline (PBS) for 5 min each, and then incubated in PBS supplemented with 1% BSA and 0.1% Triton X-100 (PBT + BSA) for 3 h at room temperature, followed by incubation with primary antibodies diluted in PBT + BSA at 4 °C overnight. Primary antibodies used were anti-Oct3/4 (POU5F1, Santa Cruz Biotechnology sc-5279 1:100), anti-E-Cadherin (CDH1, Takara M108, 1:200), anti-GATA6 (R&D, RF1700, 1:200), anti-CD29 (ITGB1, BD Pharmingen 562153, 1:100), anti-LAM (Sigma L9393, 1:500 − 750), anti-OTX2 (Neuromics GT15095, 1:200), anti-pERM (Cell Signaling Technology #3141, 1:200), anti-PODXL (R&D MAB1556, 1:200), anti-SOX17 (R&D AF1924, 1:200), anti-ZO-1 (Invitrogen 61-7300, 1:100), and anti-GFP (Abcam ab13970 1:200).

To remove the primary antibody solution, the aggregates were washed five times with PBT + BSA. Aggregates were then incubated overnight at 4 °C with secondary antibodies diluted in PBT + BSA. Secondary antibodies from Invitrogen/Life Technologies were Alexa Fluor-conjugated and used at 4 µg/ml. Nuclei were stained with Hoechst 33342 dye at 1 µg/ml (Invitrogen). The secondary antibody solution was removed by 5 washes with PBS supplemented with 0.1% Triton X-100. The aggregates were resuspended in PBS and mounted onto µ-slides (ibidi).

Epi cysts in matrigel and cells grown in µ-slides (ibidi) were stained similarly, but with extended incubation and wash times for Epi cysts, and shortened times for cells grown as 2D layers. Samples were mounted in mounting solution consisting of 16% PBS, 80% glycerol, and 4% n-propyl-gallate.

Post-implantation embryos were either fixed immediately after isolation, or after culture as described above, in 4% PFA for 20 min, and washed twice in wash buffer containing 1% fetal calf serum (FCS) in PBS. The embryos were then permeabilized in 0.1 M glycine/0.3% Triton-X in PBS for 10 min, and washed twice in the wash buffer. The embryos were then incubated with primary antibodies in blocking buffer containing 2% FCS in PBS overnight at 4 °C. Primary antibodies used were anti-Cer1 (rat monoclonal, R&D systems, Cat# MAB1986, 1:200), anti-Otx2 (goat polyclonal, R&D systems, Cat# AF1979, 1:200), anti-Oct-4A (rabbit monoclonal (D6C8T), Cell signalling, Cat# 83932 S, 1:200), and anti-GFP (chicken polyclonal, Abcam ab13970, 1:200). After two washes in wash buffer, embryos were incubated with secondary antibodies and DAPI (Carl Roth, Cat# 6335.1) in blocking buffer, which were washed twice on the next day. The stained embryos were mounted in droplets of wash buffer on 35 mm µ-dish glass bottom plates (ibidi), covered with mineral oil and stored at 4 °C until imaging.

### In situ HCR

For third generation in situ HCR we used probe sets, wash and hybridization buffers together with corresponding Alexa Fluor-labeled amplifiers from Molecular Instruments^41^. Staining was performed according to the manufacturer’s instructions. Briefly, samples were fixed for 15 min to 1 h with 4% paraformaldehyde, washed four times with PBS with 0.1% Tween 20 (PBST) and permeabilized at least overnight in 70% ethanol at −20 °C. Samples were then washed twice with PBST, and equilibrated in probe hybridization buffer for 30 min at 37 °C. Transcript-specific probes for *Otx2* (NM_144841.5)*, Gata6* (NM_010258) and *Cer1* (NM_009887.2) were designed by Molecular Instruments. Probes were used at a final concentration of 4 nM in probe hybridization buffer and incubated overnight at 37 °C. To remove the probe solution, the sample was washed four times with probe wash buffer preheated to 37 °C and once with 5x SSC with 0.1% Tween 20 (SSCT). Samples were then equilibrated in amplification buffer for 30 min at room temperature. Alexa Fluor-labeled amplifiers were used at a final concentration of 60 nM together with Hoechst 33342 dye at 1 µg/ml and incubated overnight at room temperature. The amplifier solution was removed by six washes with 5x SSCT. Stained BELAs were resuspended in PBS and mounted on an ibidi µ-slide for imaging. 2D cultures were mounted in mounting solution consisting of 16% PBS, 80% glycerol, and 4% n-propyl-gallate.

### Imaging

Cells for long-term imaging (Fig. 1b and Supplementary Fig. 1b) were seeded at a density of 30,000 cells/cm^2^ on 6-well plates (Sarstedt) or 8-well µ-slides plates (ibidi) and allowed to attach for 1–2 h before the start of imaging. Time-lapse movies were recorded with a 20×0.5 NA air objective on an Olympus IX81 widefield microscope equipped with a stage top incubator (ibidi), LED illumination (pE4000, CoolLED) and a c9100-13 EMCCD (Hamamatsu) camera. Hardware was controlled by MicroManager software^42^, and tile scans were stitched in FIJI using the pairwise stitching plugin^43^. Live VE cysts in Fig. 1i, j were imaged on a Leica DM IRB widefield microscope using a 20×0.4 NA (Fig. 1i) or a 40×0.55 NA (Fig. 1j) phase contrast objective.

Stained BELAs, embryos, and stained cells in 2D culture were imaged on a Leica SP8 confocal microscope (Leica Microsystems) with a 63×1.4 NA oil immersion objective.

Cultures to determine the clonal composition of AVE clusters in 2D culture (Fig. 5b) were fixed, incubated with SYTO Deep Red Nucleic Acid Stain (ThermoFisher) for one hour, and imaged with a 20×0.5 NA air objective on an Olympus IX81 widefield microscope equipped with LED illumination (pE4000, CoolLED) and an iXon 888 EM-CCD camera (Andor). Hardware was controlled by MicroManager software^42^ and tile scans were stitched in FIJI using the pairwise stitching plugin^43^.

For light sheet imaging, fixed and stained aggregates were resuspended in low melting agarose and placed in 1.5 mm U-shaped capillaries (Leica). Capillaries were placed into water filled 35 mm high glass bottom µ-dishes (ibidi). Images were acquired using an HC Fluotar L 25×0.95 NA water DLS TwinFlect 2.5 mm detection objective and an HC PL Fluotar 5×0.15 NA illumination objective on a Leica TCS SP8 digital light sheet microscope. 3D animations were created using the Leica X application suite. Z-Stack images were processed and quantified using FIJI and Imaris.

### Analysis of spatial patterning in BELAs

To determine if mesoderm differentiation in BELAs was spatially patterned by Cer1:H2B-Venus expressing AVE cells, we calculated polarization vectors of the Cer1:H2B-Venus and T/Bra expression domains in BELAs according to Simunovic et al.^44^, We first selected BELAs for imaging that contained T/Bra+ cells one day after a 24-hour Chi pulse. Mean polarization vectors were calculated in 2D for two independent Z-slices in each BELA that were 15 µm apart in Z-direction to ensure that an independent set of cells was analyzed. In each slice, we selected Epi and VE cells based on a mask that was drawn along the Laminin-ring that separates the two compartments. Next, we segmented individual nuclei with the StarDist 2D plugin in FIJI, using the versatile (fluorescent nuclei) model with default post-processing parameters^45^. Under- and oversegmented cells, debris and segmentation artefacts at the boundaries of the Epi- and the VE-compartment were filtered out with size and circularity filters. We measured median fluorescence intensities per nucleus in each channel, and rescaled intensities in individual nuclei by the maximum per-nucleus median intensity in the same channel. Using this information on nuclei position and fluorescence intensity, we calculated the radius of gyration as a measure for structure size separately for each compartment, as well as the mean polarization vectors of Cer1:H2B-Venus and T/Bra expression normalized by R_gyr_^2^ according to Simunovic et al.^44^. To estimate background polarization vectors in the absence of patterning, we performed randomizations per Z-slice and BELA, where we shuffled measured fluorescence intensities between nuclei positions and determined the average polarization vector of 100 randomizations for each BELA and Z-slice. This analysis revealed that not all BELAs showed a polarized Cer1:H2B-Venus domain, possibly due to the Chiron treatment which is expected to inhibit AVE differentiation, and the late stage of analysis. We categorized BELAs as AVE-polarized, when the normalized polarization vector of the Cer1:H2B-Venus domain was larger than the polarization vector in 95% of the shuffled control group. Finally, we calculated the angle between the mean polarization vector of the Cer1:H2B-Venus and the T/Bra-domains for AVE-polarized and non-polarized BELAs.

### Flow cytometry

Cells for flow cytometry were detached from culture vessels, fixed in 4% paraformaldehyde for 15 min, washed with PBS and then incubated in PBS + 1% BSA + 0.25% Saponin (PBSap) for 30 min at room temperature. Afterwards, cells were incubated with primary antibodies diluted in PBSap at 4 °C overnight. The next day, cells were washed three times in PBSap and incubated with secondary antibodies diluted in PBSap for at least one hour. Cells were washed three times in PBSap, and passed through a cell strainer and analyzed immediately on a LSRII flow cytometer (BD Biosciences). Live cells were sorted on a FACS Aria Fusion (BD Biosciences). Flow cytometry data was analyzed with FlowJo (BD Biosciences).

### ScRNAseq sample preparation

BELAs and VE cysts were generated as described above. Between 100 and 200 BELAs and VE cysts were manually picked under a dissection microscope for further processing. We selected round aggregates and cysts, and excluded structures that contained a large number of dead cells, or that were unusually big or small. For the VE cysts, we also aimed at excluding structures that contained a clearly visible core of putative Epi-like cells, which likely arise from insufficiently induced cells. Both BELAs and VE cysts were gently spun down, resuspended in 1 ml Accutase and incubated at 37 °C for 10 min, followed by mechanical dissociation by pipetting and further incubation in Accutase for 5 min. Next, cells were spun down, washed in PBS, and resuspended in a small volume of PBS + 0.5% BSA.

To generate Epi cysts for RNA sequencing, single cells were seeded in matrigel and cultured in 2i + LIF for one day. Then, medium was changed to N2B27, and cells were cultured for another 3 days. Cysts were recovered from matrigel by incubation in recovery solution (Corning) for 20 min on ice. Next, cysts were gently spun down and dissociated with Accutase as described for BELAs and VE cysts above. To remove residual matrigel, dissociated cells were washed once with recovery solution and twice with ice-cold PBS, followed by resuspending in a small volume of PBS + 0.5% BSA.

### ScRNAseq library preparation and sequencing

Cells from all three samples were counted, and each sample was mixed with H_2_O and RT master mix from the Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 (10x Genomics) to obtain a cell density required for targeting 1000 (Epi and VE cysts) or 2000 (BELAs) cells. Cell suspensions were loaded on a Chromium Controller (10x Genomics) to partition cells with gel beads in emulsion. Reverse transcription, cDNA recovery and amplification, and sequencing library construction were performed according to manufacturer’s instructions (10x Genomics ChromiumNextGEMSingleCell_v3.1_Rev_D). We chose 12 PCR cycles for cDNA amplification, and 13 PCR cycles for index PCR. Concentration and insert size of sequencing libraries were determined with a BioAnalyzer High Sensitivity DNA Assay (Agilent). Libraries were sequenced by paired-end Illumina sequencing on a NovaSeq6000 instrument with a read length of 150 bp. We first performed sequencing at shallow depth with a target of 10.000 reads per cell, to confirm capturing of an appropriate number of high-quality single-cell transcriptomes. Subsequently, deeper sequencing was performed, to obtain between 100,000 and 150,000 reads per cell.

### ScRNAseq data analysis

Demultiplexing, alignment to the mouse genome mm10 (GENCODE vM23/Ensembl 98, from 10x Genomics) and read quantification was performed with CellRanger (10x Genomics, v4.0.0). Subsequent analysis was carried out in R using Seurat v4.1.1^46^. 

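Fewer than 4000 genes were detected in 734 barcodes of BELAs, 400 of Epi cysts and 235 of VE cysts, and above 10% mitochondrial UMIs were 404, 260 and 124, with overlap between both criteria. The filter kept 63.5%, 61.1% and 70.9% of the barcodes. The kept cells of BELAs ranged from 14492 to 329998 UMIs, those of Epi cysts from 14740 to 165485 and those of VE cysts from 13481 to 228215. They held a median of 7644.5, 7019 and 7191 genes and 3.84%, 3.18% and 5.32% mitochondrial UMIs. A minimum of 3000 genes kept 1511, 690 and 667 cells and one of 5000 genes 1366, 632 and 593. A maximum of 20% mitochondrial UMIs kept 1458, 676 and 640 cells. A maximum of 5% weighed most on VE cysts, where it kept 241 cells, against 1118 of BELAs and 634 of Epi cysts.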

We first filtered out cells with less than 4000 different features detected and with more than 10% of the reads mapped to mitochondrial genes. SCTransform^46^ was used to normalize and scale the molecular count data. For Uniform Manifold Approximation and Projection (UMAP) representation and clustering, shared cell populations were matched across samples using Seurat’s integration algorithm for SCTransformed data with reciprocal PCA to identify anchors. Differentially expressed genes between the clusters resulting from Louvain clustering were identified with the FindMarker function based on the SCTransform normalized data, and sorted by fold-change.

ScRNAseq data from the developing mouse embryo was obtained from two publications: Raw counts of the E3.5 to E8.75 embryo dataset from Nowotschin et al.^14^, including cell type annotations were downloaded from https://endoderm-explorer.com. For visualization, we did not differentiate between the different types of gut tube cells annotated by Nowotschin et al.^14^, but used “gut tube” as a single label for all these cells. Similarly, we did not differentiate between different samples collected from E8.75 embryos, but pooled these groups with a single E8.75 label. This dataset was integrated with all single-cell transcriptomes from our study in SCANPY^47^, using log1p-transformed counts after normalization of our data to 10,000 reads per cell. The asymmetric integration and label transfer was performed with ingest and cell type proportions were visualized in R using a custom heatmap function based on pheatmap.

ScRNAseq data and annotations of an embryo dataset focused on AVE development was obtained from the authors^15^. Integration of this dataset was performed with BELA cells from clusters 3 and 4 in Fig. 3a only, using the same pipeline as for the Nowotschin dataset.

### Cell-cell communication analysis

For the inference of cell-cell communication events from scRNAseq data we used LIANA, a LIgand-receptor ANalysis frAmework^18^. To identify cell-cell communication events in BELAs, we only used transcriptomes from this sample, and grouped them into two lineages according to the clustering in Fig. 3a: All cells from clusters 1 and 2 were grouped as Epi, and cells from clusters 3 and 4 were grouped as VE. The consensus database for ligand-receptor interactions was matched to its mouse ortholog genes using the omnipath database, and interactions were ordered by their consensus rank obtained from LIANA. For Fig. 4a, the top 20 interactions were displayed as an undirected adjacency graph.

### Statistics and reproducibility

Quantitative data are represented as mean ± SD. n in figure legends refers to number of biological replicates if not indicated otherwise. Where representative examples such as micrographs are shown, the number of independent experiments and number of structures imaged is indicated in the figure legends. For numbers of independent samples analyzed for each timepoint and condition in Figs. 3m and 4c please refer to the Source Data file. For flow cytometry experiments in Figs. 4 and 5 and Supplementary Figs. 10 and 11, at least *n* = 20,000 cells were analyzed for each condition in each biological replicate. Statistical analysis was performed in R or in GraphPad Prism 8 (v8.4.3), using unpaired or paired ratio t-tests as indicated in the figure legends. The significance of differential gene expression between clusters in scRNAseq data was assessed with a Wilcox likelihood-ratio test in R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

Single-cell RNA-sequencing data generated in this study has been deposited at the NCBI gene expression omnibus repository under accession number GSE198780. Source data are provided with this paper.

## References

[1] Hoshino H, Shioi G, Aizawa S (2015). AVE protein expression and visceral endoderm cell behavior during anterior–posterior axis formation in mouse embryos: Asymmetry in OTX2 and DKK1 expression. Dev. Biol..

[2] Nowotschin S (2013). The T-box transcription factor Eomesodermin is essential for AVE induction in the mouse embryo. Genes Dev..

[3] Stower MJ, Srinivas S (2018). The head’s tale: anterior-posterior axis formation in the mouse embryo. Curr. Top. Dev. Biol..

[4] Brennan J (2001). Nodal signalling in the epiblast patterns the early mouse embryo. Nature.

[5] Rodriguez TA, Srinivas S, Clements MP, Smith JC, Beddington RSP (2005). Induction and migration of the anterior visceral endoderm is regulated by the extra-embryonic ectoderm. Development.

[6] Yamamoto M (2009). Antagonism between Smad1 and Smad2 signaling determines the site of distal visceral endoderm formation in the mouse embryo. J. Cell Biol..

[7] Ma H (2019). In vitro culture of cynomolgus monkey embryos beyond early gastrulation. Science (1979).

[8] Molè MA (2021). A single cell characterisation of human embryogenesis identifies pluripotency transitions and putative anterior hypoblast centre. Nat. Commun..

[9] Raina D (2021). Cell-cell communication through FGF4 generates and maintains robust proportions of differentiated cell types in embryonic stem cells. Development.

[10] Wamaitha SE (2015). Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells. Genes Dev..

[11] Zhang S (2019). Implantation initiation of self-assembled embryo-like structures generated using three types of mouse blastocyst-derived stem cells. Nat. Commun..

[12] Hermitte S, Chazaud C (2014). Primitive endoderm differentiation: from specification to epithelium formation. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[13] Saiz N, Plusa B (2013). Early cell fate decisions in the mouse embryo. Reproduction.

[14] Nowotschin S (2019). The emergent landscape of the mouse gut endoderm at single-cell resolution. Nature.

[15] Thowfeequ, S. et al. An integrated approach identifies the molecular underpinnings of murine anterior visceral endoderm migration. *Dev. Cell*. 10.1016/j.devcel.2024.05.014 (2024).10.1016/j.devcel.2024.05.01438843837

[16] Mesnard D, Filipe M, Belo JA, Zernicka-Goetz M (2004). The anterior-posterior axis emerges respecting the morphology of the mouse embryo that changes and aligns with the uterus before gastrulation. Curr. Biol..

[17] Van Den Brink SC (2014). Symmetry breaking, germ layer specification and axial organisation in aggregates of mouse embryonic stem cells. Development.

[18] Dimitrov D (2022). Comparison of methods and resources for cell-cell communication inference from single-cell RNA-Seq data. Nat. Commun..

[19] Ferrer-Vaquer A (2010). A sensitive and bright single-cell resolution live imaging reporter of Wnt/-catenin signaling in the mouse. BMC Dev. Biol..

[20] Langkabel J (2021). Induction of Rosette-to-Lumen stage embryoids using reprogramming paradigms in ESCs. Nat. Commun..

[21] Vrij, E. J. et al. A pendulum of induction between the epiblast and extra-embryonic endoderm supports post-implantation progression. *Development***149**, dev192310 (2022).10.1242/dev.192310PMC953449035993866

[22] Bedzhov I, Zernicka-Goetz M (2014). Self-organizing properties of mouse pluripotent cells initiate morphogenesis upon implantation. Cell.

[23] Semrau S (2017). Dynamics of lineage commitment revealed by single-cell transcriptomics of differentiating embryonic stem cells. Nat. Commun..

[24] Lu CC, Robertson EJ (2004). Multiple roles for Nodal in the epiblast of the mouse embryo in the establishment of anterior-posterior patterning. Dev. Biol..

[25] Fan R (2020). Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause. Nat. Commun..

[26] Chazaud C, Rossant J (2006). Disruption of early proximodistal patterning and AVE formation in Apc mutants. Development.

[27] Scheibner K (2021). Epithelial cell plasticity drives endoderm formation during gastrulation. Nat. Cell Biol..

[28] Sick S, Reinker S, Timmer J, Schlake T (2006). WNT and DKK determine hair follicle spacing through a reaction-diffusion mechanism. Science.

[29] Stückemann T (2017). Antagonistic self-organizing patterning systems control maintenance and regeneration of the anteroposterior axis in planarians. Dev. Cell.

[30] Hislop J (2024). Modelling post-implantation human development to yolk sac blood emergence. Nature.

[31] Hooper M, Hardy K, Handyside A, Hunter S, Monk M (1987). HPRT-deficient (Lesch-Nyhan) mouse embryos derived from germline colonization by cultured cells. Nature.

[32] Ying Q-L (2008). The ground state of embryonic stem cell self-renewal. Nature.

[33] Kunath T (2005). Imprinted X-inactivation in extra-embryonic endoderm cell lines from mouse blastocysts. Development.

[34] Brown K (2010). eXtraembryonic ENdoderm (XEN) stem cells produce factors that activate heart formation. PLoS ONE.

[35] Morgani SM (2018). A Sprouty4 reporter to monitor FGF/ERK signaling activity in ESCs and mice. Dev. Biol..

[36] Wang W (2008). Chromosomal transposition of *PiggyBac* in mouse embryonic stem cells. Proc. Natl Acad. Sci. USA.

[37] Ran FA (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc..

[38] Kim YS (2021). Deciphering epiblast lumenogenesis reveals proamniotic cavity control of embryo growth and patterning. Sci. Adv..

[39] Schröter C, Rué P, Mackenzie JP, Arias AM (2015). FGF/MAPK signaling sets the switching threshold of a bistable circuit controlling cell fate decisions in ES cells. Development.

[40] Bedzhov I, Leung CY, Bialecka M, Zernicka-Goetz M (2014). In vitro culture of mouse blastocysts beyond the implantation stages. Nat. Protoc..

[41] Choi HMT (2018). Third-generation in situ hybridization chain reaction: multiplexed, quantitative, sensitive, versatile, robust. Development.

[42] Edelstein A, Amodaj N, Hoover K, Vale R, Stuurman N (2010). Computer Control of Microscopes Using µManager. Curr. Protoc. Mol. Biol..

[43] Preibisch S, Saalfeld S, Tomancak P (2009). Globally optimal stitching of tiled 3D microscopic image acquisitions. Bioinformatics.

[44] Simunovic M (2019). A 3D model of a human epiblast reveals BMP4-driven symmetry breaking. Nat. Cell Biol..

[45] Schmidt, U., Weigert, M., Broaddus, C. & Myers, G. Cell detection with star-convex polygons. in *Lecture Notes in Computer Science* 11071 LNCS 265–11071 LNCS 273 (Springer Verlag, 2018).

[46] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[47] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: large-scale single-cell gene expression data analysis. Genome Biol..

[48] Fernkorn, F. et al. Tissue-intrinsic beta-catenin signals antagonize Nodal-driven AVE differentiation. Schroeterlab/BELAs_Schumacher_et_al: BELAs_Schumacher_et_al_NatComms. *Zenodo*10.5281/zenodo.11102648 (2024).

[49] Kwon GS, Viotti M, Hadjantonakis A-K (2008). The endoderm of the mouse embryo arises by dynamic widespread intercalation of embryonic and extraembryonic lineages. Dev. Cell.

[50] Viotti M, Nowotschin S, Hadjantonakis A-K (2014). SOX17 links gut endoderm morphogenesis and germ layer segregation. Nat. Cell Biol..

# Supplementary material for: Tissue-intrinsic beta-catenin signals antagonize Nodal-driven anterior visceral endoderm differentiation
**Source:** Nat Commun. 2024 Jun 13;15:5055. doi: 10.1038/s41467-024-49380-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Tissue-intrinsic beta-catenin signals antagonize Nodal-driven anterior visceral endoderm differentiation

Sina Schumacher, Max Fernkorn, Michelle Marten, Rui Chen, Yung Su Kim, Ivan  
Bedzhov, and Christian Schröter

Supplementary Information

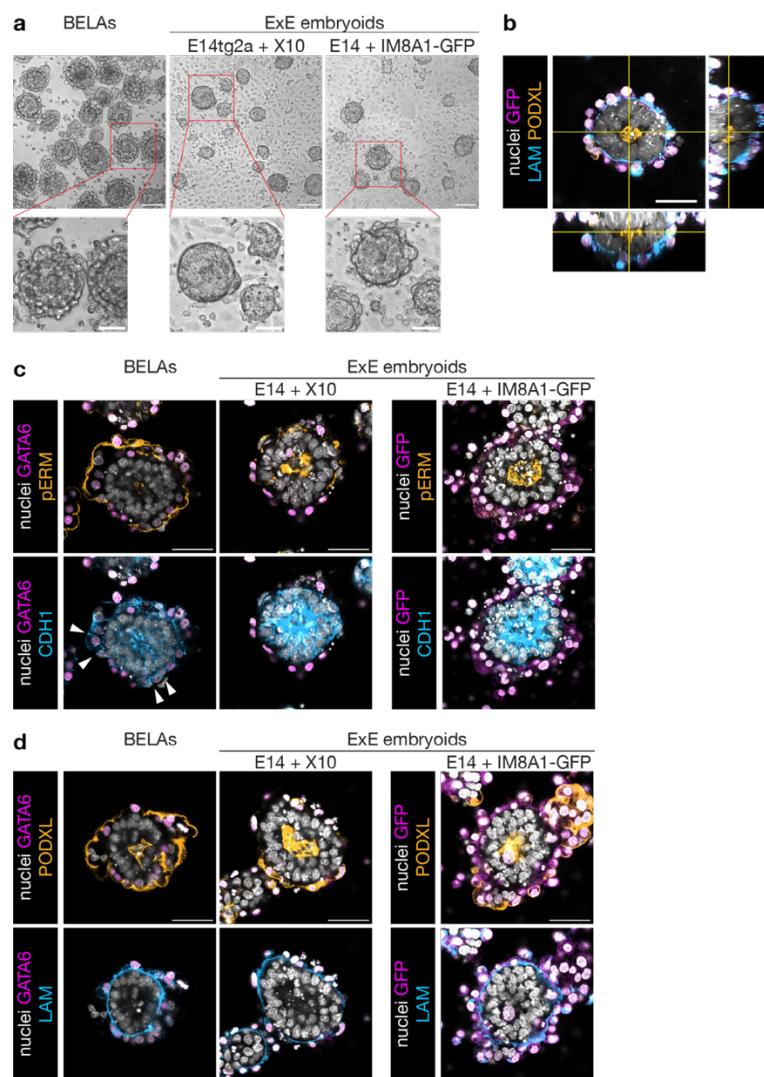

**Supplementary Fig. 1. Comparison of BELAs and EXE embryoids, related to Fig. 1.**

**a** Transmitted light images of BELAs (left) and EXE embryoids<sup>12</sup> (middle and right) formed by co-culture of ESCs and XEN cells on gelatin-coated plastic in N2B27. One representative out of  $n = 2$  independent experiments shown. **b** Orthogonal views of an ExE embryoid generated from E14 ESC and IM8A1-GFP XEN cells, and immunostained for GFP to mark XEN cells (magenta), the basement membrane marker LAM (blue), and the apical marker PODXL (orange). One representative of  $n = 3$  independent structures shown. **c, d** Immunostainings of BELAs and EXE embryoids for the PrE/VE marker GATA6 (magenta), the apical markers pERM (**b**) and PODXL (**c**) (orange), the epithelial marker CDH1 (**b**), and the basement membrane marker LAM (**c**) (blue). For EXE embryoids generated with IM8A1-GFP XEN cells, GFP is stained instead of GATA6 to mark XEN cells. Nuclei shown in gray in (**b - d**). Arrowheads in (**c**) indicate CDH1 expression in GATA6-positive VE cells in BELAs. One representative out of at least  $n = 10$  structures shown. Scale bars: 100  $\mu\text{m}$  ((**a**), overview); 50  $\mu\text{m}$  ((**a**) insets, (**b - d**)).

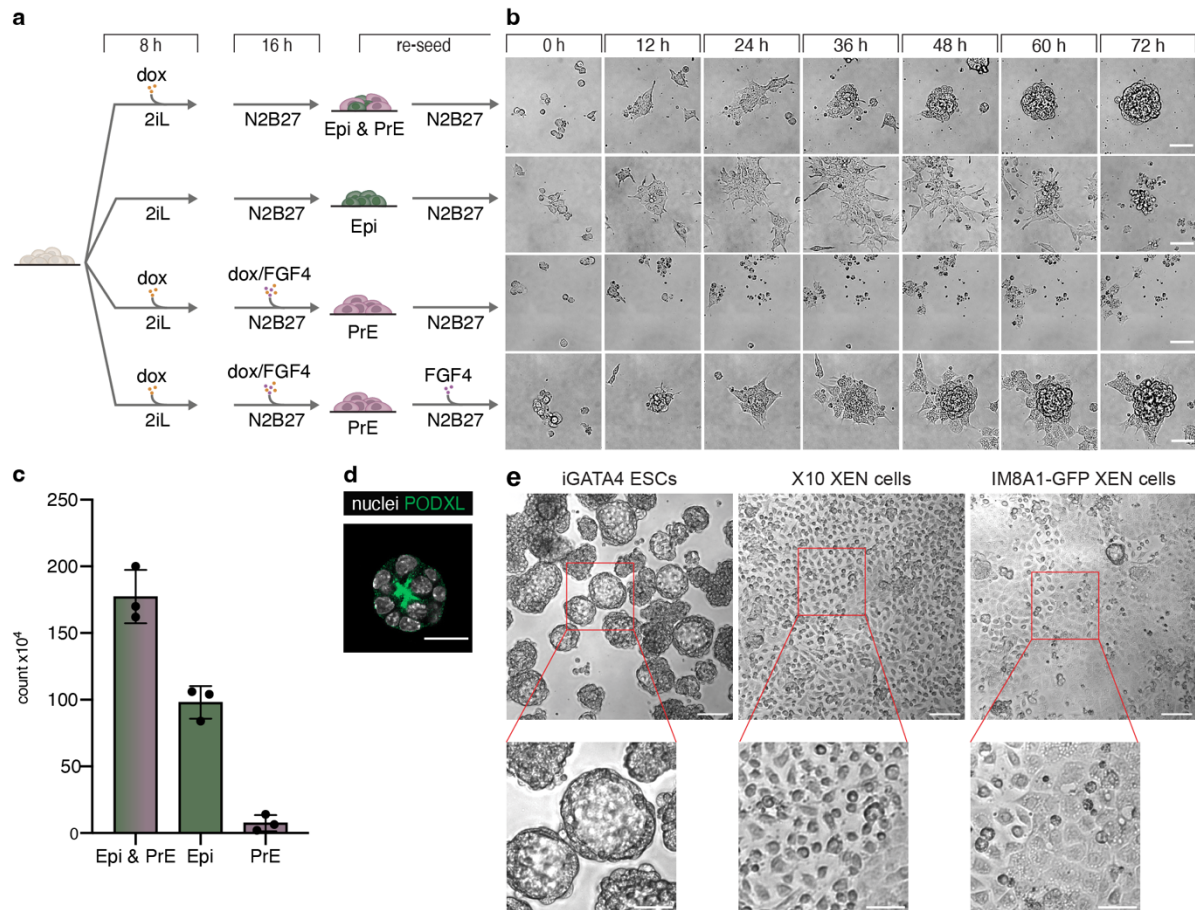

**Supplementary Fig. 2. Differentiation of pure populations of Epi and PrE cells, related to Fig. 1.**

**a** Experimental approach to differentiate pure populations of Epi and PrE cells. Top row indicates method to generate mixed cultures of Epi and PrE cells for comparison. **b** Stills from movies of the cell types differentiated as in (a) after re-seeding in N2B27. One representative out of  $n = 3$  independent experiments shown. **c** Quantification of live cells differentiated as in (a) without addition of exogenous FGF4 (first three conditions in (a)) three days after re-seeding.  $n = 3$  independent experiments. **d** Immunostaining for the polarization marker PODXL in mESCs seeded in matrigel and cultured for 2 days in N2B27. One representative out of  $n = 20$  independent structures shown. **e** Transmitted light images of VE cysts formed from pure populations of PrE cells differentiated from ESCs (left), and monolayers of two different XEN cell lines cultured under the same conditions. One representative out of  $n = 2$  independent experiments shown. Scale bars: 25  $\mu\text{m}$  ((b), (d)); 100  $\mu\text{m}$  ((e), overview); and 50  $\mu\text{m}$  ((e), insets). Source data for (c) are provided in the Source Data file.

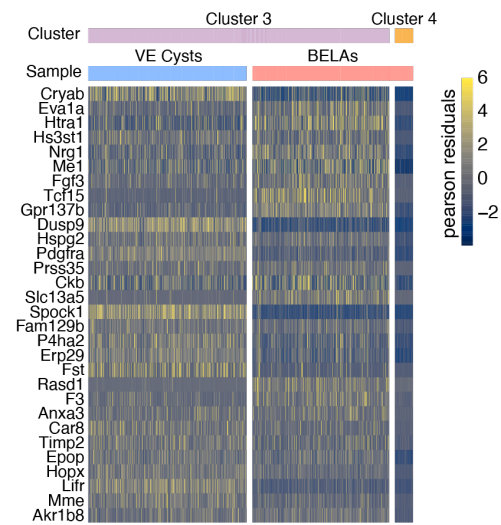

**Supplementary Fig. 3. Down-regulated genes in cluster 4 from Fig. 3a.**

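Of the 30 genes with the largest fold change in the sheet of genes lower in cluster 4 (Supplementary Data 1), 2 (Hspg2 and P4ha2) belong to the list of 22 matrix and basement membrane genes fixed for the values reported here. That list is short. Spock1, Timp2, Htra1 and Prss35, named here after the values were seen, are among the 30 and also encode secreted proteins, but are not on it. Of that list 13 genes are in the paper's table of lower genes and 2 in its table of higher genes. All 30 were lower in cluster 4 when recomputed from UMI counts with the study's features. The paper's cluster 3 holds cells of both BELAs and VE cysts, so the values of these genes compare 1 library with a mixture.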

Heatmap showing the 30 most down-regulated genes between the cells of cluster 3 and cluster 4 from Fig. 3a, ordered by log<sub>2</sub>-fold change. Single-cell expression is shown as the Pearson residual of the normalized counts. Source data are provided as Supplementary Data 1.

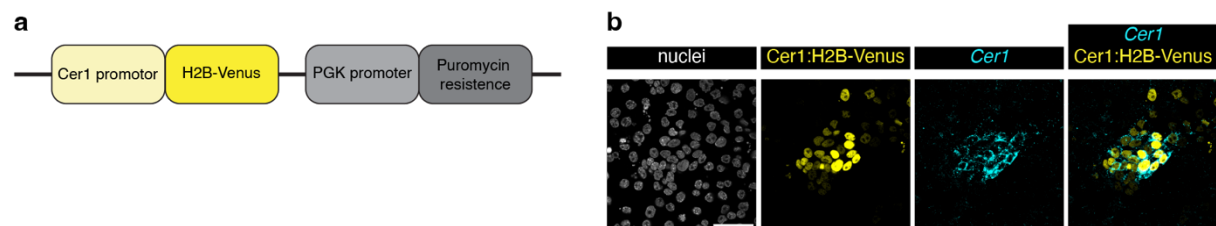

**Supplementary Fig. 4. Design and validation of a Cer1:H2B-Venus reporter construct, related to Fig. 3.**

**a** Schematic of the Cer1:H2B-Venus reporter construct. A 4-kb regulatory region of the *Cer1* gene<sup>1</sup> was fused to an H2B-Venus reporter, coupled to a puromycin resistance cassette, and integrated into inducible cells via piggybac transgenesis. **b** Co-expression of H2B-Venus protein (yellow) and Cer1 mRNA (cyan) stained by in situ HCR. Shown is a single confocal section of Cer1:H2B-reporter cells differentiated towards PrE and treated with 50 ng/ml Activin A after removal of 2i medium. Nuclei are labeled with Hoechst33342. Scale bar: 50  $\mu$ m.

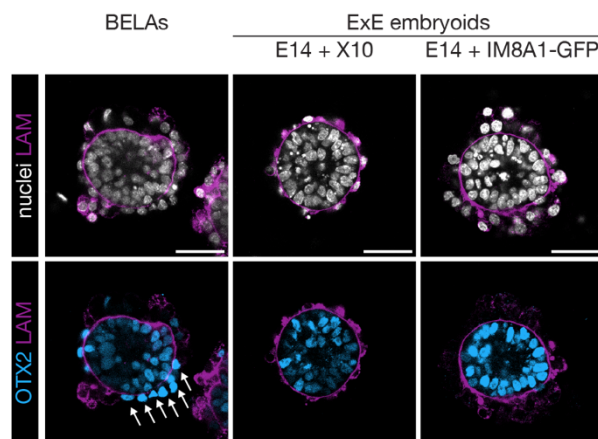

**Supplementary Fig. 5. AVE differentiation is specific to BELAs, related to Fig. 3.**

Immunostaining of BELAs (left) and EXE embryoids made with X10 (middle) or IM8A1-GFP XEN cells (right) for OTX2 (blue) and LAM (magenta). Arrows highlight AVE cells in BELAs based on their OTX2 expression and position outside the laminin ring. Number of structures with OTX2-positive cells outside the laminin ring: 11/12 for BELAs, and 0/10 for both types of EXE embryoids. One representative out of a total of at least 20 structures from  $n = 2$  independent experiments shown. Scale bars: 50  $\mu\text{m}$ .

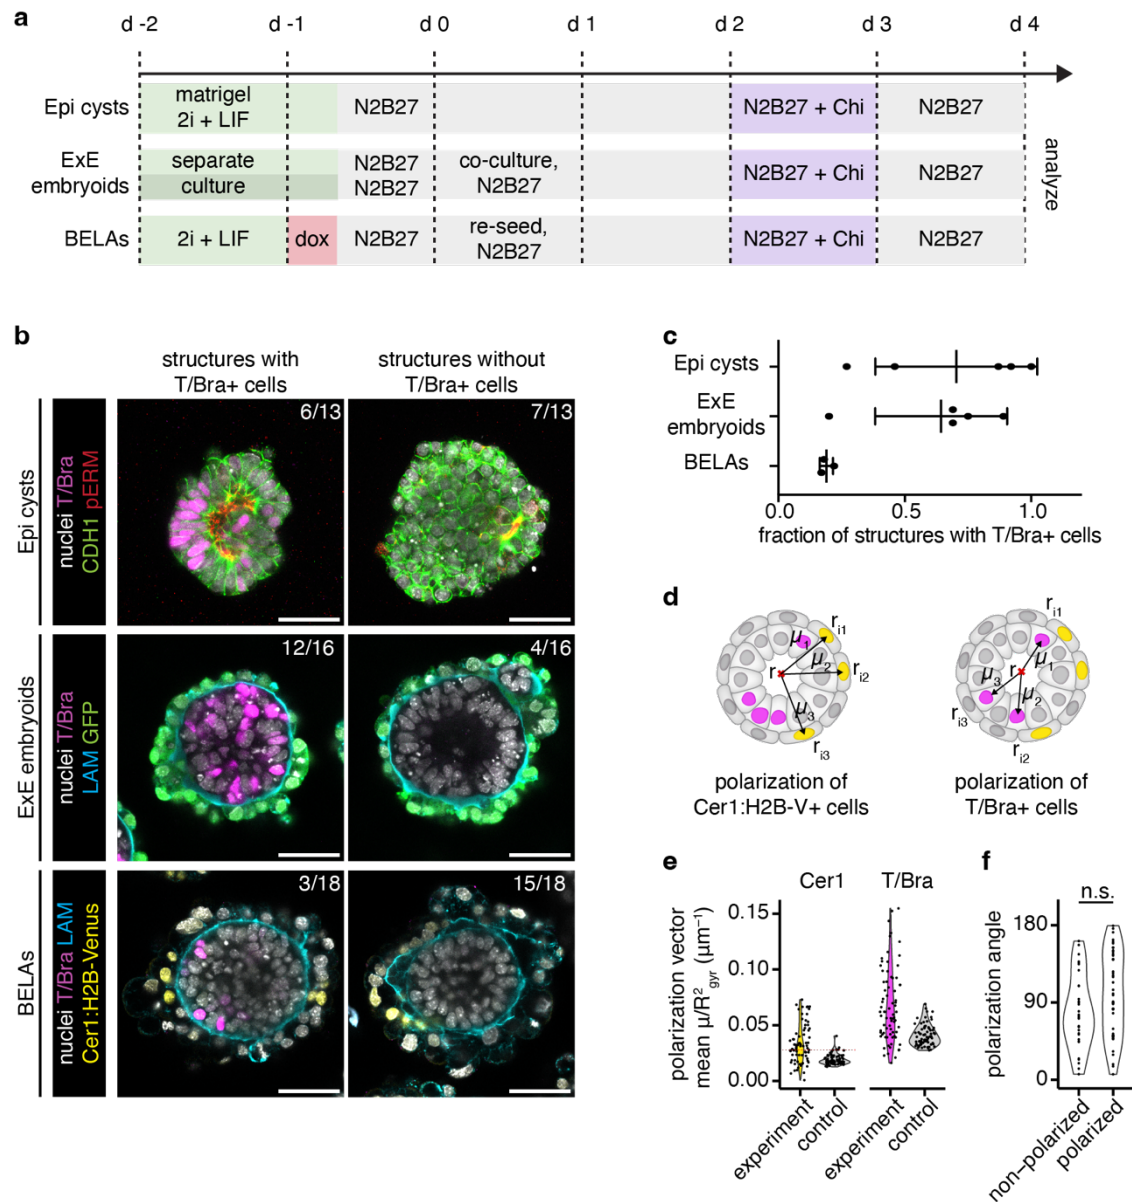

**Supplementary Fig. 6. Reduced mesoderm differentiation in BELAs, related to Fig. 3.**

**a** Schematic of the experimental approach to trigger mesoderm differentiation in Epi cysts, EXE embryoids, and BELAs. **b** Immunostaining for T/Bra (magenta) in Epi cysts (top), EXE embryoids (middle) and BELAs (bottom). Counterstains are for CDH1 (green) and pERM (red) in Epi cysts, GFP/Venus (green) to detect IM8A1 XEN cells and LAM (blue) in EXE embryoids, and GFP/Venus (yellow) to detect Cer1:H2B-Venus+ cells, and LAM in BELAs. Scale bar: 50  $\mu\text{m}$ . **c** Fraction of Epi cysts, EXE embryoids and BELAs showing T/Bra-expressing cells after differentiation as in (a). **d** Illustration of approach to determine the polarization of Cer1:H2B-Venus+ and T/Bra+ domains in BELAs. **e** Normalized polarization vectors for Cer1:H2B-Venus expression domains (yellow), T/Bra expression domains (magenta) compared to shuffled control data (gray). Data from 38 BELAs from  $n = 2$  independent experiments and 2 Z-slices per BELA. **f** Distribution of angles between polarization vectors of the Cer1:H2B-Venus and the T/Bra expression domains in AVE-polarized (left) and non-polarized (right) BELAs. n. s. indicates  $p = 0.16$  (Kolmogorov-Smirnov test). Source data for (c, e) are provided in the Source Data file.

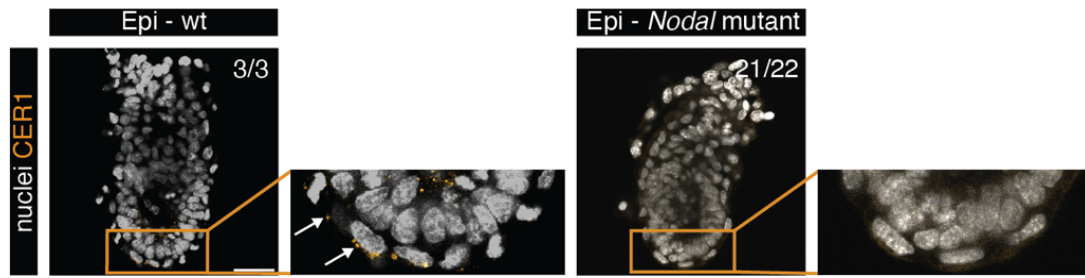

**Supplementary Fig. 7. Nodal-dependent AVE differentiation in mouse embryos, related to Fig. 4.** Immunostaining for CER1 (orange) in E5.5 mouse embryos generated via tetraploid complementation with wild-type (left) or *Nodal*-mutant cells (right).  $n = 3$  (Epi – wt) and  $n = 22$  (Epi – *Nodal* mutant) embryos, respectively.

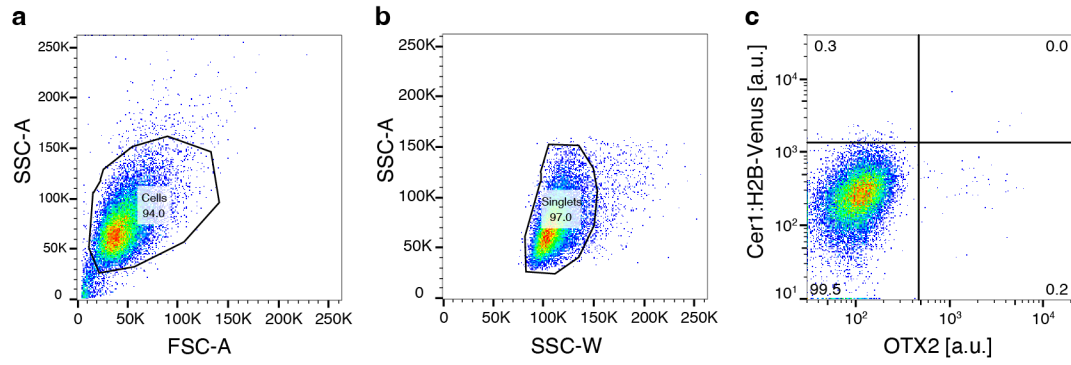

**Supplementary Fig. 8. Gating strategy to identify live single cells in flow cytometry experiments, related to Fig. 4.**

**a** Forward and side scatter of cells differentiated as shown in Fig. 4e in the absence of ActivinA and stained for OTX2 and Cer1:H2B-Venus. Black polygon shows gate used to select cells for further analysis. **b** Same as in (a), but showing width of side scatter. **c** OTX2 and Cer1:H2B expression of same cells as shown in (a, b), reproduced from Fig. 4g.

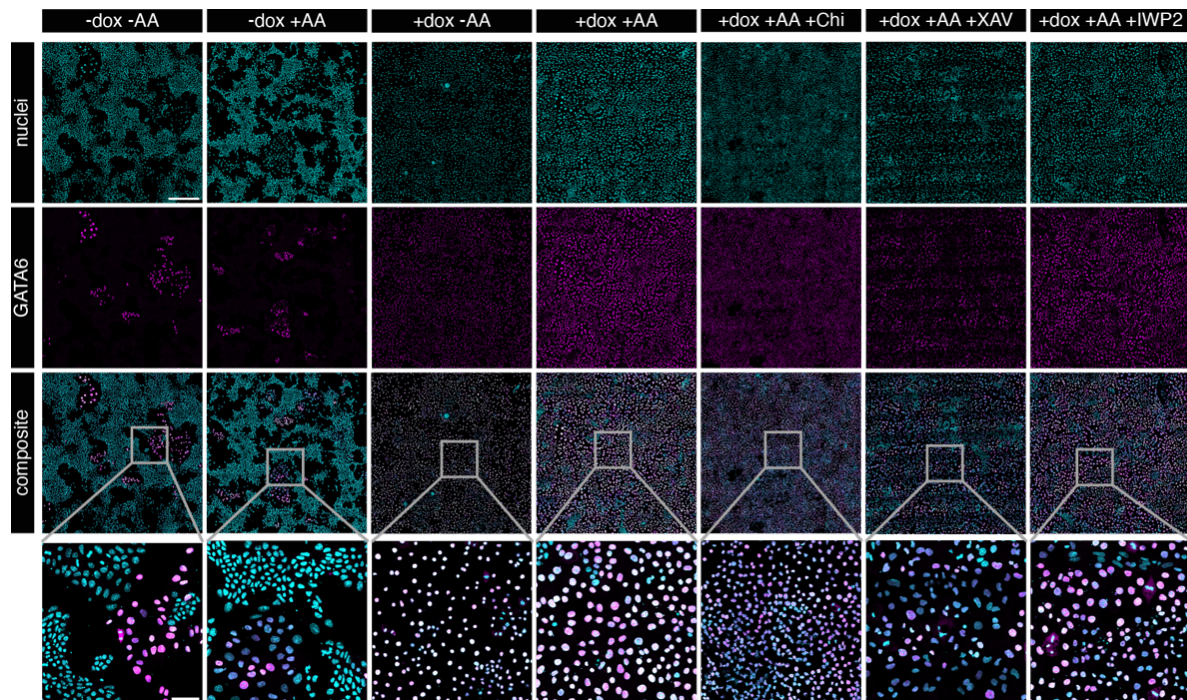

**Supplementary Fig. 9. Expression of the endoderm marker GATA6 is dependent on doxycycline treatment of inducible cells, but independent from ActivinA and Wnt/ $\beta$ -catenin signaling, related to Figures 4 and 5.**

Immunostaining of GATA4-inducible cells cultured for 3 days in the indicated media conditions without (first two columns) or with prior doxycycline induction. GATA6 expression in magenta, nuclei stained with Hoechst33342 shown in cyan. ActivinA was used at a concentration of 50 ng/ml, concentrations of all other supplements were the same as in Fig. 5. Note that a similar, low number of GATA6-positive cells is obtained in the absence of doxycycline induction both with and without ActivinA treatment, suggesting that these are a consequence of leaky transgene expression.  $n = 1$  independent experiment. Scale bars: 250  $\mu\text{m}$  (upper panels); 50  $\mu\text{m}$  (bottom panels).

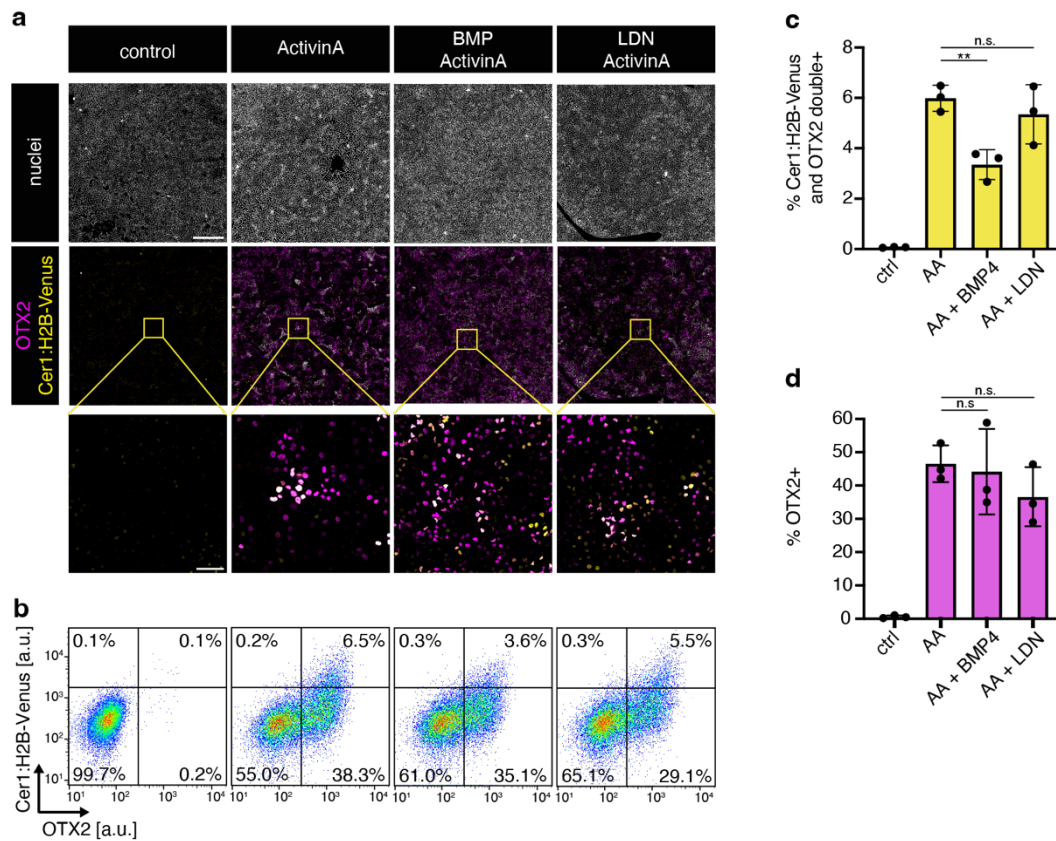

**Supplementary Fig. 10. Influence of BMP signaling manipulation on AVE differentiation, related to Fig. 5.**

**a** Immunostaining for OTX2 (magenta) and H2B-Venus (yellow) of Cer1:H2B-Venus reporter cells differentiated for 3 days after an extended doxycycline pulse with 50 ng/ml ActivinA (AA), together with 50 ng/ml BMP4 or 100 nM LDN193189 as indicated. One representative out of  $n = 2$  independent experiments shown. **b** Flow cytometry of cells differentiated and stained as in (a). **c** Mean percentage of Cer1:H2B-Venus; OTX2 double-positive cells differentiated as in (b).  $n = 3$  independent experiments, error bars indicate SD. \*\* indicates  $p = 0.0044$  for AA vs. AA + BMP4, n. s. indicates  $p = 0.44$  for AA vs. AA + LDN (two-tailed, unpaired t-test). **d** Same as (c) but showing percentage of OTX2-positive cells. n. s. indicates  $p = 0.78$  for AA vs. AA + BMP4, and  $p = 0.18$  for AA vs. AA + LDN (two-tailed, unpaired t-test). Data for conditions without ActivinA, and with ActivinA but without BMP signaling manipulation are the same as in Fig. 5. Scale bars: 500  $\mu\text{m}$  ((a) overview); 50  $\mu\text{m}$  ((a) inset). Source data for (c, d) are provided in the Source Data file.

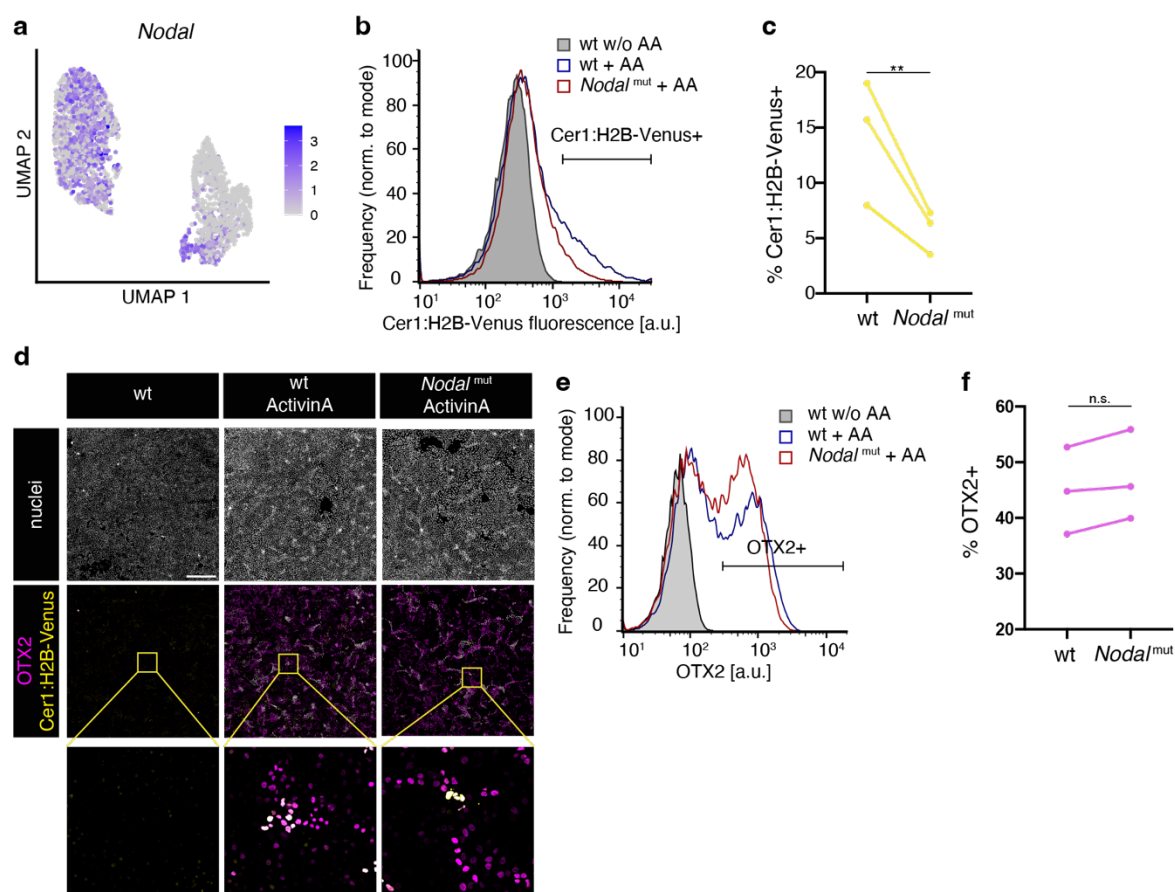

**Supplementary Fig. 11. AVE differentiation in *Nodal*-mutant cells, related to Fig. 5.**

**a** *Nodal* expression from single-cell sequencing data, shown on UMAP plot from Fig. 2b. **b** Flow cytometry of wild-type and *Nodal*-mutant Cer1:H2B-Venus reporter cells differentiated for 3 days after an extended doxycycline pulse with 50 ng/ml ActivinA. **c** Percentage of Cer1:H2B-Venus-positive cells differentiated as in (b) from  $n = 3$  independent experiments. \*\* indicates  $p = 0.0021$  as determined by a two-tailed, paired ratio t-test. **d** Immunostaining for OTX2 (magenta) and H2B-Venus (yellow) of wild-type and *Nodal*-mutant Cer1:H2B-Venus reporter cells as in (b). **e** Flow cytometry of OTX2 staining of cells differentiated as in (b). **f** Mean percentage of OTX2-positive cells differentiated as in (b) from  $n = 3$  independent experiments. n.s. indicates  $p = 0.089$  as determined by a two-tailed, paired ratio t-test. Variability in background staining intensities precluded comparison of Cer1:H2B-Venus signal in fixed and stained cells in (d-f). Data from wild-type cells with and without ActivinA are the same as in Fig. 5. Scale bars: 500 μm ((d) overview); 50 μm ((d) inset). Source data for (c, f) are provided in the Source Data file.

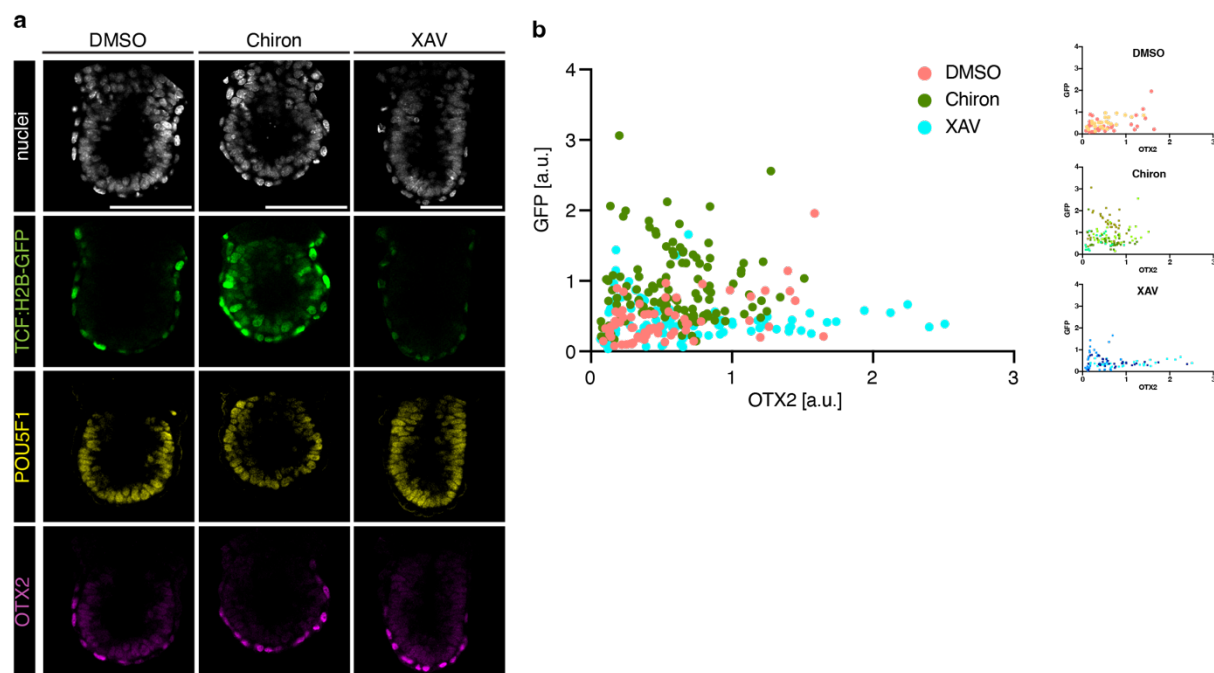

**Supplementary Fig. 12. Modulation of  $\beta$ -catenin signaling in mouse embryos, related to Fig. 5.**

**a** Immunostaining for GFP (green), POU5F1 (yellow) and OTX2 (magenta) of TCF/LEF-reporter mouse embryos isolated at E5.25 followed by 24 h of culture in the presence of DMSO vehicle (left), 3  $\mu$ M Chi99021 (middle) or 20  $\mu$ M XAV993 (right). **b** Single cell analysis of GFP and OTX2 staining intensity in the VE of control embryos (red), Chi-treated embryos (green) and XAV-treated embryos (blue). Small panels on the right show same data color-coded for individual embryos.  $n \geq 2$  embryos per condition,  $n \geq 66$  cells in each condition. Scale bars: 100  $\mu$ m. Source data for **(b)** are provided in the Source Data file.

## Supplementary Reference

1. Mesnard, D., Filipe, M., Belo, J. A. & Zernicka-Goetz, M. The anterior-posterior axis emerges respecting the morphology of the mouse embryo that changes and aligns with the uterus before gastrulation. *Current biology* **14**, 184–196 (2004).

# Supplementary material for: Tissue-intrinsic beta-catenin signals antagonize Nodal-driven anterior visceral endoderm differentiation
**Source:** Nat Commun. 2024 Jun 13;15:5055. doi: 10.1038/s41467-024-49380-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Movie Legends:**

**Supplementary Movie 1.** Time-lapse imaging of BELA formation, related to Fig. 1. Mixtures Epi and PrE cells were differentiated from a single culture and re-seeded in N2B27 medium on gelatin-coated dishes 16 h after the end of the doxycycline pulse. Scale bar: 200  $\mu$ m, frame rate: 2 images/h.

**Supplementary Movie 2.** Light sheet imaging of BELA stained for GATA6 and POU5F1, related to Fig. 1. 3D rendering and animation of a BELA stained for POU5F1 (green) and GATA6 (magenta) and imaged by light sheet microscopy.

**Supplementary Movie 3.** Organization of basement membrane in a BELA detected by light sheet imaging, related to Fig. 1. Animation of Z-stack of same BELA as in Video S2, but now also showing Laminin staining in yellow.

**Supplementary Movie 4.** Light sheet imaging of Cer1:H2B-Venus expression in a BELA, related to Fig. 3. 3D rendering and animation of a BELA made from Cer1:H2B-Venus reporter cells stained for POU5F1 (green) and Cer1:H2B-Venus (yellow), and imaged by light sheet microscopy.

### **Supplementary Data Legends:**

**Supplementary Data 1.** List of differentially expressed genes between clusters 3 and 4 identified in Fig. 3. 

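Supplementary Data 1 compares the cells of cluster 4 with those of cluster 3 and takes each cell as an observation, so its p-values measure the spread between cells of single libraries. The sheet of genes higher in cluster 4 lists 1743 genes and that of lower genes 1375. For 1742 and 1373 of them a log2 ratio was recomputed from UMI counts of the same comparison, with 5 CPM added. The Spearman correlation with the paper's log2 fold change, across genes that are not independent replicates, was 0.82 for the higher and 0.60 for the lower genes. All 1742 higher genes were higher in cluster 4 here. Of the lower genes 1133 were lower and 240 higher.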

Table lists differentially expressed genes (column A), p-value from Wilcoxon rank sum test (column B), and mean log2-transformed expression fold change (column C). Columns D and E list the fraction of cells where the gene was detected. 

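Recomputed from UMI counts, the shares of cells with a UMI differed from the paper's, for the genes of the sheet of higher genes, by a median of 1.60 percentage points in cluster 4 and 1.56 in cluster 3. For the sheet of lower genes they differed by a median of 26.6 points in cluster 4 and 18.9 in cluster 3. The paper's methods base the comparison on SCTransform-normalized data. The wide differences in the sheet of lower genes argue against percents that count cells with a UMI there. So does its factor between adjusted and unadjusted p-values of 3000, the number of integrated features. Whether these percents are taken from integrated values was not tested, so they are not known to be the same quantity. Sfrp1, the first gene of the sheet of higher genes, had a UMI in all cells of cluster 4 and in 25.8% of those of cluster 3.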

In sheet “upreg\_in\_AVE”, column D indicates fraction of cells from cluster 4 and column E indicates fraction of cells from cluster 3. In sheet “upreg\_in\_VE”, column D indicates fraction of cells from cluster 3 and column E indicates fraction of cells from cluster 4. Column F indicates p-value after Bonferroni adjustment.

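The Bonferroni adjustment multiplies each p-value by the number of genes tested. The ratio of adjusted to unadjusted values is 18934 in the sheet of higher genes and 3000 in the sheet of lower genes. With the study's settings 3000 features were integrated here, and they held 579 of the 1743 genes of the first sheet (33.2%) and 1361 of the 1375 of the second (99.0%), a count added after the factors were seen. The largest log2 fold change is 4.91 in the first and 8.06 in the second.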

**Supplementary Data 2.** Output of LIANA analysis, related to Fig. 4. 

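Each row names a ligand gene and a receptor gene or complex, with the embryonic cells of BELAs as senders and the extraembryonic cells as receivers. For a complex, the level used here was that of its lowest member. Edge specificity is the share of the ligand's level that the senders hold, multiplied by the share of the receptor's level that the receivers hold, so it is high for genes found in 1 cell type. The LRscore rises with the product of both levels and is high for abundant genes. Receptor complexes with Acvr1c, a type I receptor that had no UMI in embryonic or extraembryonic cells of BELAs, are listed with a score of 0.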

Table lists potential ligand-receptor interactions between Epi cells (clusters 1 and 2 in Fig. 3A), and VE cells (clusters 3 and 4 in Fig. 3A) from the BELA sample.

# Supplementary material for: Tissue-intrinsic beta-catenin signals antagonize Nodal-driven anterior visceral endoderm differentiation
**Source:** Nat Commun. 2024 Jun 13;15:5055. doi: 10.1038/s41467-024-49380-0
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica applications suite X<br>MicroManager<br>FACS Software: DIVA<br>FlowJo v10.7.2<br>FIJI<br>Image Stitching FIJI plugin<br>Imaris 9.3.1<br>Illustrator                                                                                                                                                                                                               |
| Data analysis   | Cell Ranger version 4.0.0<br>R version 4.0.4<br>RStudio version 2022.12.0+353<br>R package Seurat version 4.1.1<br>R package SeuratDisk version 4.1.3<br>R package ggplot2 version 3.4.0<br>R package pheatmap version 1.0.12<br>R package data.table version 1.14.6<br>R package igraph version 1.3.5<br>R package tidyverse version 1.3.2<br>R package magrittr 2.0.3 |

R package liana version 0.1.3

R package OmnipathR version 2.0.0

Python version 3.8.8

Python package scanpy version 1.8.2

Python package pandas version 1.2.4

Python package seaborn version 0.11.1

All code used for analysis and visualization, together with a list of the R packages used, is available on GitHub at [https://github.com/Schroeterlab/BELAs\\_Schumacher\\_et\\_al](https://github.com/Schroeterlab/BELAs_Schumacher_et_al).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA-sequencing data generated in this study has been deposited at the NCBI gene expression omnibus repository under accession number GSE198780. [...] Any additional information required to reanalyze the data reported in this paper is available from the authors upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n.a.

Reporting on race, ethnicity, or other socially relevant groupings

n.a.

Population characteristics

n.a.

Recruitment

n.a.

Ethics oversight

n.a.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

BELAs were formed by seeding iGATA cells on 6-well dishes, resulting in the spontaneous formation of hundreds of structures in each condition. For staining experiments, hundreds of structures were stained in suspension simultaneously, and at least ten structures were imaged at high resolution. Representative samples were selected for display in the figures.  
For scRNAseq analysis, > 100 representative BELAs and VE cysts were manually selected and pooled for analysis.  
For 2D AVE differentiation, large fields of view of  $\geq 1\text{mm}^2$  were imaged, and representative areas chosen for display. Flow cytometry measurements were carried out on at least 20,000 cells per experiment and condition. Sample size for embryo experiments was determined by litter sizes.

Data exclusions

No data were excluded from the analysis.

Replication

Experiments involving BELA formation and staining as well as 2D AVE differentiation were repeated at least 3 times. The scRNAseq experiment reported in this study was performed only once, but critical results were subsequently confirmed using independent experimental approaches, such as staining for markers.

Randomization

n.a.

Blinding

n.a.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Mouse anti-Oct3/4 Santa Cruz Biotechnology Cat# sc-5279; RRID: AB\_628051; dilution 1:100 - 1:200  
 Goat anti-GATA6 R&D Systems Cat# AF1700; RRID: AB\_2108901; dilution 1:200  
 Goat anti-SOX17; R&D Systems Cat# AF1924; RRID: AB\_355060; dilution 1:200  
 Rat anti-PODXL; R&D Systems Cat# MAB1556; RRID: AB\_2166010; dilution 1:200  
 Rabbit anti-pERM; Cell Signaling Technology Cat# 3726; RRID: AB\_10560513; dilution 1:200  
 Alexa Fluor 647 Hamster anti-Rat CD29; BD Biosciences Cat# 562153; RRID: AB\_10896298; dilution 1:100  
 Rat anti-E-Cadherin; Takara Bio Cat# M108; RRID: AB\_2895157; dilution 1:200  
 Rabbit anti-ZO-1; Thermo Fisher Scientific Cat# 61-7300; RRID: AB\_2533938; dilution 1:200  
 Chicken anti-GFP; Abcam Cat# ab13970; RRID: AB\_300798; dilution 1:200  
 Goat anti-OTX2; Neuromics Cat# GT15095; RRID: AB\_2157174; dilution 1:200  
 Rabbit anti-LAM; Sigma Aldrich Cat# L9393; RRID: AB\_477163; dilution 1:500 - 1:750  
 Rat anti-CER1; R&D Systems Cat# MAB1986; RRID: AB\_2275974; dilution 1:200  
 Mouse anti-Oct4; Cell signaling technology Cat# 83932; RRID: AB\_2721046; dilution 1:200  
 Goat anti-Otx2; R&D systems Cat# AF1979; RRID: AB\_2157172; dilution 1:200  
 Rabbit anti-Oct-4A (D6C8T); Cell signalling Cat# 83932S; RRID: AB\_2721046; dilution 1:200

### Validation

Binding specificity of antibodies was assessed within the study through the specific staining of subsets of cells or extracellular structures in BELAs or 2D differentiation protocols.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

All embryonic stem cell lines used in this study were on an E14tg2a background (Hooper et al., 1987).  
 The inducible Tet::GATA4-mCherry (iGATA) lines have been generated by our group and were previously described (Raina et al., 2021).  
 The XEN cell lines IM8A1-GFP (Kunath et al., 2007) and X10 (Brown et al., 2010) have previously been described and were kindly shared by Kat Hadjantonakis.  
 Cer1:H2B-Venus and Nodal-mutant iGATA cell lines were generated in this study.

### Authentication

Cell lines were validated by their expression of ESC- and XEN-specific markers, as well as their ability to contribute to BELA development

### Mycoplasma contamination

All cell lines were regularly tested negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

n.a.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mouse (*Mus musculus*): WT B6C3F1 or CD1 strains bred in house  
 Mouse (*Mus musculus*): TCF/Lef:H2B-GFP described in Ferrer-Vaquer A., et al., BMC developmental biology 10, 121 (2010); JAX: 013752, C57BL/6-TCF/Lef1-HIST1H2BB/EGFP

The mice used in this study were at age from 6 weeks to 5 months. Animals were maintained under a 14-hour light/10-hour dark cycle with free access to food and water, at 21.5°C ambient temperature and 55% - 65% humidity.

Wild animals

n.a.

Reporting on sex

sex of embryos was not determined in this study

Field-collected samples

n.a.

Ethics oversight

Animal experiments and husbandry were performed according to the German Animal Welfare guidelines and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (State Agency for Nature, Environment and Consumer Protection North-Rhine-Westphalia)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

n.a.

Novel plant genotypes

n.a.

Authentication

n.a.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells for flow cytometry were detached from culture vessels and either analyzed immediately, or fixed in 4% paraformaldehyde for 15 min, washed with PBS and then incubated in PBS + 1% BSA + 0.25% Saponin (PBSap) for 30 min at room temperature. Afterwards, cells were incubated with primary antibodies diluted in PBSap at 4°C overnight. The next day, cells were washed three times in PBSap and incubated with secondary antibodies diluted in PBSap for at least one hour. Cells were washed three times in PBSap, and passed through a cell strainer.

Instrument

Fixed and stained cells were analyzed on a LSRII flow cytometer (BD Biosciences). Live cells were sorted on a FACS Aria Fusion (BD Biosciences).

Software

Data were collected with FACS Diva, and analyzed with FlowJo (both from BD Biosciences).

Cell population abundance

Abundances of relevant populations differed from experiment to experiment and are given in the relevant figure items.

Gating strategy

Single, viable cells were identified and gated for analysis based on the area as well as the width of their forward and side scatter properties.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

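Cells of BELAs, Epi cysts and VE cysts were measured by droplet single-cell RNA sequencing in 3 libraries, 1 for each type of structure. The authors demultiplexed, aligned to mm10 and counted the reads with Cell Ranger 4.0.0 (named in the methods and in the submitters' processing notes), and the deposited files hold raw UMI counts per gene and barcode for 32285 genes, with no normalization. Whether the counting used strand is not given in the sources used here, and a few genes are not reported here by name and enter only the medians and counts of their lists. The files were used as deposited, and coordinates, matched by gene identifier, are from a GENCODE annotation of mm10 of an earlier release than the one used for counting. All later steps described here were computed from these counts, with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), Scrublet as in scanpy 1.11.5, and R 4.3.3 (Seurat 5.3.0, SeuratObject 5.2.0, sctransform 0.4.2, Matrix 1.6.5). The study used an older version of Seurat.
The filter was the study's, at least 4000 genes detected and at most 10% mitochondrial UMIs. Each library was normalized with SCTransform and the libraries were integrated by reciprocal PCA on 3000 features, followed by a PCA with 30 components and Louvain clustering with a fixed seed. For the main grouping all genes of the marker lists were taken out of the features, which left 2817, so that listed genes and Nodal did not shape the clusters. The study's own pipeline, with all 3000 features, was used for the cells per cluster and for the comparison with Supplementary Data 1. The resolution is not stated in the paper's text, so the lowest in steps of 0.05 at which the embryonic and the extraembryonic cells each held at least 2 clusters was taken, 0.15 for the main grouping and 0.1 with all features. Clusters were assigned to a lineage by 4 VE and 4 Epi markers of the study and numbered as in the paper. Cluster 3 was not named by cell type because parietal endoderm genes were among its leading genes, so cells are compared by cluster number, and cluster 4 is called AVE-like from AVE genes that had not been used to cluster. For the markers that assigned or named a cluster, the direction of their difference between such groups is set by that step. A difference from the study in the size of a group can come from these rebuilt groups.
Levels are UMIs of a gene over all UMIs of a group, in CPM, with exact 95% Poisson intervals. Log2 ratios have 5 CPM added to both levels, while folds are plain ratios of CPM with exact intervals. Members of a list counted as at least 2-fold higher or lower are so by the ratio with 5 CPM added. A fold against a count of 0 uses 3 counts over the group as the limit. Shares of cells have exact Clopper-Pearson intervals, and where no cell was found the limit is 3 counts of the total. Shares of cells with a UMI were computed after thinning each cell to 40000 UMIs, the 10th percentile of all kept cells rounded down. All intervals cover counting error only. With 1 library per condition there are no replicates, so no test between conditions, p-value or count of changed genes is given, and a difference between libraries cannot be separated from a difference between conditions.
Genes were named by a rule fixed before the data were examined. It took every gene that the paper names for these data, the members of the lists that are described, and for each comparison the 10 genes with the largest and the 10 with the smallest log2 ratio among those with at least 10 CPM and a UMI in at least 10% of the cells of the higher group, without mitochondrial and ribosomal protein genes and predicted gene symbols. For cluster 4 against cluster 3 the clusters and the ranking came from a random 50% of the UMIs and the values from the rest. The values in the paper's tables could be seen when the rule was written. The lists hold markers of the VE, emVE, exVE and yolk sac endoderm, parietal endoderm, AVE, primitive streak and mesoderm, naive and formative pluripotency, neural, germ, trophoblast, blood and endothelial, fibroblast and 2-cell-like cells, genes of the matrix, of the Nodal, β-catenin, Wnt, BMP and FGF/ERK pathways, and of hypoxia, immediate early response, cell cycle, p53, unfolded protein response and cholesterol synthesis. Genes of the posterior body axis and of retinoic acid were listed after the data were seen. So was the set of 36 genes specific to embryonic cells, which had at least 50 CPM in embryonic cells of BELAs, at least 25 CPM in Epi cysts and over 10-fold less in extraembryonic cells of VE cysts, without the AVE genes of the introduction. Each median of a list has its percentile among 10000 random lists of the same size, drawn for each member from the 200 genes nearest in expression.
Ratios and intervals were tested on simulated counts with 200 genes changed by known folds, drawn from the real means and totals. For the changed genes the ratio was the plain one, without 5 CPM added. The values below therefore do not test the smaller ratios with 5 CPM added that list medians and 2-fold counts use. For the extraembryonic cells of BELAs against VE cysts (7735 genes) the median log2 of the plain ratio was 1.01 for genes made 2-fold higher. It was 2.01 for 4-fold higher, -1.00 for 2-fold lower and -2.01 for 4-fold lower. For the embryonic cells of BELAs against Epi cysts (7444 genes) it was 1.00, 2.00, -0.99 and -2.00 in the same order, and for cluster 4 against cluster 3 (7490 genes) 1.01, 2.01, -1.00 and -2.00. The intervals held the simulated ratio for 91.7 to 100% of the changed genes per fold, and for 95.7%, 95.0% and 95.8% of the unchanged genes in the 3 comparisons. As the counts were drawn from means and totals, this coverage does not measure the spread between cells or libraries.
Alternatives changed the filter (at least 3000 or 5000 genes, more than 4000 genes, at most 5% or 20% mitochondrial UMIs, none), the features, the integration (none, with the libraries normalized together and features and resolution chosen anew), the normalization (log-normalized counts with 2000 variable genes per library), the doublets (Scrublet calls left out, at an expected rate of 0.8% per 1000 cells), the principal components (15), the resolution, the cells clustered, the reference cells, the CPM added (1 or 20), the weighting of cells, the depth, the members of a list and the number of AVE genes needed. Ligand and receptor scores were recomputed as edge specificity and LRscore, and other scores of the paper's table were not. The embryo atlases behind the stage and cell type labels were not used here, and imaging, flow cytometry and perturbation experiments were not analysed here.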

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

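The tests of doublets and free RNA for the AVE genes and Utf1, and the comparison of posterior genes with the embryonic cells of VE cysts, were chosen only after the results were seen.
Genes of the hindbrain and posterior axis, which the paper does not discuss, stood in Epi cyst cells above their level in the embryonic cells of BELAs, taken as the control. In Epi cysts the level was 129 CPM for Meis2, 52.9 CPM for Gbx2, 68.1 CPM for the Eph receptor gene Epha4, 44.4 CPM for Wnt8a, 149.6 CPM for Crabp1, 40.6 CPM for Nkx1-2 and 32.5 CPM for Hoxb2, while in BELAs it ranged from 0.0406 CPM (Hoxb2) to 11.9 CPM (Crabp1).
In the embryonic cells of VE cysts, the genes of the posterior axis had a median log2 ratio of -1.69 against Epi cysts, although Crabp1 stood at 165 CPM there. An effect of the library or of the culture in matrigel cannot be told apart from an effect of the missing VE, because there was only 1 Epi cyst library and all of its cells were grown this way. That signals of the VE may hold these genes low is a hypothesis that stays open and was not tested.
Utf1 stood at 237 CPM in cluster 3 of BELAs, above its level in the extraembryonic cells of VE cysts (12.6 CPM), the control, and the AVE genes were higher in cluster 4 than in other extraembryonic cells. For the AVE genes of cluster 4, embryonic cells caught with extraembryonic ones are argued against, since 36 genes specific to embryonic cells had a median excess over cluster 3 of 1.80% of their embryonic level (quartiles -0.876 and 4.04%), while Otx2 had one of 142%. Free RNA of embryonic cells is argued against for Utf1, which stood in cluster 3 at 38.6% of its embryonic level, where the other embryonic genes had a median of 5.80%, with 1 gene (Fgf5) above Utf1. A difference between the BELA and VE cyst libraries stays open for Utf1, because each condition had 1 library. That extraembryonic cells beside embryonic ones express Utf1 themselves is a hypothesis from the same data, and no test of an effect of embryonic cells was run.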

How the results depend on the processing

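The recomputed results cover counting error and processing only, since 1 library per condition leaves the spread between libraries unknown. Of 237 values of the 45 leading results under other settings, 178 stayed within the counting interval (counts within 1.5 times), 59 lay outside it and none changed direction. Many of these results are counts, shares, levels or correlations, for which no change of direction was counted. The median of streak genes had an interval that held 0. That none changed direction therefore bears only on the other list medians among them. For other lists and groups 523 of 744 values stayed within, 214 lay outside and 7 changed direction. For named genes 478 of 829 stayed within, with 351 outside and none changing direction. The 7 are medians whose counting interval did not hold 0. Some cluster 4 medians with an interval that held 0 also changed sign. That of secreted Wnt inhibitors went from 0.20 to -0.0045 with clusters from 50% of the UMIs and values from the rest. Against cluster 3 of BELAs and VE cysts together, that of the further VE genes went from 0.06 to -0.03. The settings marked as added were chosen after the data were seen. The cause was not tested except where the setting itself shows it. No paired analysis was possible because the libraries share replicate number 1 only, with 1 sample in each group. Depth limits the smallest groups most, as a count of 0 allows up to 0.531 CPM in cluster 4 and 0.682 CPM in the embryonic cells of VE cysts.
Without a filter there were 2220 barcodes of BELAs and 1076 of Epi cysts, and at most 5% mitochondrial UMIs left 241 cells of VE cysts. The share of extraembryonic cells in Epi cysts was 0% without integration, 4.87% with at least 3000 genes and at most 20% mitochondrial UMIs and 0.152% by marker UMIs. The 4.87% came mostly from a cluster of 56 cells with a median of 15685.5 UMIs. Without integration, cluster 2 held 1 cell of BELAs and cluster 1 held 8 cells of Epi cysts and 20 of VE cysts. Without Scrublet calls, where the resolution was 0.15 in place of 0.1, cluster 1 held 57 cells of Epi cysts. At 0.15 with these calls kept, it held 35. The AVE-like share with at least 3000 genes and at most 20% mitochondrial UMIs was 15.6% in BELAs and 2.07% in VE cysts, and in BELAs it was 7.18% when the extraembryonic cells of BELAs and VE cysts were clustered alone (added).
For cluster 4, the median log2 ratio of the AVE genes was 3.71 against VE cysts, 3.25 against BELAs and VE cysts together, 3.16 with 1 CPM added, 2.01 with 20 CPM added and 3.08 from means of per-cell CPM. That of the matrix genes was -2.14 against VE cysts, -1.82 against both, -1.27 with 1 CPM, -1.02 with 20 CPM and -1.31 in thinned cells. Against VE cysts in place of cluster 3 of BELAs, 4 medians whose interval did not hold 0 changed direction. They turned to -0.0599 for Nodal pathway, 0.34 for FGF/ERK, 0.22 for hypoxia and 0.00495 for cholesterol genes. The reference cells there come from another library. The median of the Epi markers, whose interval held 0, went from -0.01 to 0.19 (0.07 to 0.30).
For the extraembryonic cells of BELAs against VE cysts, the medians with 1 CPM and 20 CPM added were 2.21 and 0.65 for AVE genes, 3.39 and 1.01 for emVE genes, 0.86 and 0.61 for exVE genes and -1.08 and -0.93 for matrix genes, since a larger added value shrinks ratios of low genes. Over members with at least 10 CPM they were 2.13 for AVE, 2.43 for emVE, -1.33 for parietal endoderm and -1.07 for matrix genes. Without the AVE-like cells they were 0.58 for AVE, 1.16 for emVE, -1.08 for parietal endoderm and -0.94 for matrix genes. Parietal endoderm genes had -1.20 in thinned cells and -1.20 with the looser filter, and the median of 2-cell-like genes changed direction in thinned cells, to 0.0436. For the embryonic cells of BELAs against Epi cysts, the median was -2.21 for streak genes over members with at least 10 CPM and 0.43 for formative genes with 20 CPM. Neural genes changed direction over members with at least 10 CPM, to 0.22, and other AVE genes, to 0.0616, when genes over 10-fold higher in extraembryonic cells were left out (added).
The VE markers had a median of 5.35 in thinned cells of BELAs, 5.38 from per-cell means in BELAs and 5.88 in thinned cells of VE cysts, and the Epi markers -3.72 from per-cell means in VE cysts. The share of extraembryonic cells with at least 3 AVE genes was 50.9% in BELAs and 13.8% in VE cysts when 2 genes were needed, 13.0% and 0% with 4 genes, 44.0% and 4.69% without thinning and 46.3% and 11.4% for 2 of the 5 genes other than Otx2 and Lefty1 (added), as the number of genes needed sets the share. The LRscore correlation was 0.958 from pooled CPM. Without thinning, the share with a Nodal UMI was 44.2% in cluster 3 of BELAs, 72.3% in embryonic BELA cells and 6.60% in extraembryonic cells of VE cysts, as more UMIs per cell raise it.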

Differences from the paper's values

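The count of integrated features in both sheets of Supplementary Data 1 was chosen only after the data were seen, and all alternatives in this part were set before.
Cluster 2 held 7 cells of VE cysts, where the paper's value is about 36 in Fig. 3b, read by eye. The difference was also there with the listed genes left out (7), at a resolution 0.05 above (7) and 0.1 above (8), with Scrublet calls left out (7) and with 15 principal components (8). Without integration the cluster held 29 cells, which does not differ from the paper's value by the same measure, but the same setting gave 1 cell of BELAs in cluster 2 and 20 of VE cysts in cluster 1, away from the paper's about 17 and about 45 (Fig. 3b, read by eye). For the cells of BELAs in cluster 1 the number printed in the figure and the value here (861) match.
For 7 genes of the sheet of lower genes in Supplementary Data 1 the percent of cluster 4 cells with a UMI was higher here than the paper's. It was 10.9% for Cryab (the paper's value is 1.6%), 82.8% for Hspg2 (the paper's 16.1%), 53.1% for P4ha2 (the paper's 14.5%), 100% for Erp29 (the paper's 22.6%), 76.6% for Lama1 (the paper's 8.1%), 98.4% for Lamb1 (the paper's 43.5%) and 98.4% for Lamc1 (the paper's 45.2%). With the listed genes left out, or Scrublet calls left out, the values were 11.1%, 82.5%, 52.4%, 100%, 76.2%, 98.4% and 98.4% in the same order, so that each still differed. For the genes compared from the sheet of higher genes no percent differed by over 1.5 times. Some were higher here, such as Lefty1 in cluster 3 at 13.3% (the paper's 10.2%) and Nodal there at 23.6% (the paper's 19.6%). The sheets also differ from each other in the factor between adjusted and unadjusted p-values and in their scale of fold change, as given beside the table. The paper's methods base the comparison on SCTransform-normalized data. Of the 3000 features integrated here with the study's settings, 1361 are among the 1375 genes of the sheet of lower genes (99.0% of that sheet) and 579 among the 1743 of the other (33.2%), a count added after the data were seen. Over the whole sheet of lower genes the percents of cluster 4 differed by a median of 26.6 points, against 1.60 in the sheet of higher genes. This argues against percents that count cells with a UMI in the sheet of lower genes. Whether they are taken from integrated values was not tested, so they are not known to be on the scale of the values given here. The paper's tests took cells as replicates, and no test was possible here.
In direction, the paper lists 240 of 1373 genes as lower in cluster 4 that stood higher here by UMI counts, on a scale not known to be that of the sheet, while all 1742 genes it lists as higher stood higher. The paper calls Lefty1 specific for cluster 4, in a comparison among VE cells, and Nodal specific for the AVE cells of BELAs. Among extraembryonic cells both were highest in cluster 4 here. Over all cell groups, Lefty1 was highest in the embryonic cells of VE cysts, at 250.2 CPM, with 56.4 CPM in those of BELAs, 38.4 CPM in those of Epi cysts and 37.5 CPM in cluster 4, and Nodal at 34.3 CPM in the embryonic cells of BELAs and 64.1 CPM in those of VE cysts, beside 70.8 CPM in cluster 4. Cer1 and Sfrp1 were highest there among all cell groups.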

Other observations

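The test of a constant ratio of VE transcripts was chosen only after the result was seen, while the test on the cells with most of these transcripts was set before its result was seen. Between cluster 4 and cluster 3 of BELAs, several groups of stress and metabolic genes that the paper does not discuss stood lower in the median, with no median past 2-fold and few single members past it. Genes of the unfolded protein and integrated stress response had a median log2 ratio of -0.66 (-0.74 to -0.48) at percentile 0 (1 of 11 at least 2-fold lower and 1 higher), with the chaperone gene Hspa5 of the endoplasmic reticulum at 338 CPM in cluster 4 and 765 CPM in cluster 3, 2.26-fold (2.16 to 2.37) lower in cluster 4. Asns, which makes asparagine, went the other way, at 253 and 99.5 CPM. Immediate early and heat shock genes had a median of -0.51 (-0.62 to -0.37) (1 of 10 at least 2-fold lower, Atf3 by 2.54-fold), cholesterol synthesis genes one of -0.40 (-0.49 to -0.35) (1 of 15 lower), with Insig1, a sensor of sterols, at 141 and 372 CPM, and G2/M genes one of -0.37 (-0.45 to -0.32) with none of 10 past 2-fold. FGF/ERK targets had a median of -0.33, hypoxia genes -0.17 and p53 targets -0.11. Most of these depended on the reference cells. Against the extraembryonic cells of VE cysts the medians of FGF/ERK, hypoxia and cholesterol genes changed direction, to 0.34, 0.22 and 0.00495, those of immediate early and G2/M genes shrank to -0.11 and -0.00904, and that of p53 targets was -0.24, while the unfolded protein response kept a median of -0.54 (-0.72 to -0.36).
Single genes of other signals and states also stood apart. Bmp2, a BMP ligand, was at 65.3 against 11.5 CPM and the BMP targets Id1 and Id3 at 75.7 and 63.5 against 30.7 and 6.52 CPM, although the whole list of 12 BMP genes had a median of 0.08 (-0.02 to 0.27). Cyp26a1, which degrades retinoic acid, stood at 406 against 124 CPM, with a median of -0.02 for the retinoic acid list. Krt7 was 7.64-fold (6.64 to 8.78) higher and the trophoblast factor gene Gata3 8.98-fold. Of the naive pluripotency genes (median -0.17), the transcription factor gene Tfcp2l1 was 6.51-fold (5.63 to 7.52) higher in cluster 4 and Klf5 3.99-fold (3.52 to 4.53) lower, while formative genes had a median of 0.47 (1.53 against VE cysts) and exVE genes one of 0.57 (1.05 against VE cysts), with 4 of 14 at least 2-fold higher and 2 lower. Medians were 0.20 (-0.01 to 0.45) for secreted Wnt inhibitors, 0.16 for β-catenin targets, 0.10 for Wnt ligands and secretion genes, 0.07 for neural, 0.15 for germ cell, 0.20 for trophoblast (0.00996 against VE cysts), -0.07 for blood and endothelial, 0.02 for fibroblast, -0.04 for 2-cell-like and -0.02 for posterior axis genes. The direction for secreted Wnt inhibitors was not kept. Their median was -0.0045 with clusters from 50% of the UMIs and values from the rest, and 0.48 in thinned cells.
Embryonic cells of BELAs held transcripts of genes specific to the VE, with a median of 33 such UMIs per cell over 48 genes, against 11 in Epi cysts and 26 in the embryonic cells of VE cysts. The 45 BELA cells with the most, 5% of the embryonic cells, held 51.6% of these UMIs, so that cells of both lineages caught in 1 droplet stay open as a source for a large part. Of the genes, 87.5% lay within 2-fold of the median ratio of embryonic to extraembryonic cells, with a range of 0.557 to 6.33%, which is consistent with free RNA of the VE and with such doublets alike, so these explanations were not separated. In VE cysts the median ratio was 0.671%. No biological explanation was tested for these transcripts, and low levels of VE genes in embryonic cells of BELAs may come from either source.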
